# Identification of Temporal and Region-Specific Myocardial Gene Expression Patterns in Response to Infarction in Swine

**DOI:** 10.1371/journal.pone.0054785

**Published:** 2013-01-25

**Authors:** Cristina Prat-Vidal, Carolina Gálvez-Montón, Lara Nonell, Eulàlia Puigdecanet, Laura Astier, Francesc Solé, Antoni Bayes-Genis

## Abstract

Molecular mechanisms associated with pathophysiological changes in ventricular remodelling due to myocardial infarction (MI) remain poorly understood. We analyzed changes in gene expression by microarray technology in porcine myocardial tissue at 1, 4, and 6 weeks post-MI.

MI was induced by coronary artery ligation in 9 female pigs (30–40 kg). Animals were randomly sacrificed at 1, 4, or 6 weeks post-MI (n = 3 per group) and 3 healthy animals were also included as control group. Total RNA from myocardial samples was hybridized to GeneChip® Porcine Genome Arrays. Functional analysis was obtained with the Ingenuity Pathway Analysis (IPA) online tool. Validation of microarray data was performed by quantitative real-time PCR (qRT-PCR).

More than 8,000 different probe sets showed altered expression in the remodelling myocardium at 1, 4, or 6 weeks post-MI. Ninety-seven percent of altered transcripts were detected in the infarct core and 255 probe sets were differentially expressed in the remote myocardium. Functional analysis revealed 28 genes de-regulated in the remote myocardial region in at least one of the three temporal analyzed stages, including genes associated with heart failure (HF), systemic sclerosis and coronary artery disease. In the infarct core tissue, eight major time-dependent gene expression patterns were recognized among 4,221 probe sets commonly altered over time. Altered gene expression of ACVR2B, BID, BMP2, BMPR1A, LMNA, NFKBIA, SMAD1, TGFB3, TNFRSF1A, and TP53 were further validated.

The clustering of similar expression patterns for gene products with related function revealed molecular footprints, some of them described for the first time, which elucidate changes in biological processes at different stages after MI.

## Introduction

Myocardial infarction (MI), generally due to coronary artery occlusion, results in an inappropriate oxygen supply to the downstream myocardium [1]. A massive loss of cardiac muscle occurs and the left ventricle, in an attempt to maintain normal pump function, undergoes structural and functional adaptations that have been termed as left ventricular (LV) remodelling, ultimately leading to heart failure (HF) [2]–[4].

The molecular mechanisms underlying LV remodelling and its progression toward HF remain poorly understood. Several studies have analyzed the molecular pathways of LV remodelling, albeit most of them has been performed in small animal models [5]–[7] or has only provided data of individual genes and proteins [8]. Moreover, significant differences exist with regard to cardiac characteristics such as heart rate, oxygen consumption, adrenergic receptor ratios, and response to loss of regulatory proteins, when mice are contrasted to humans [9]. Therefore, large animal models which more closely approximate human physiology, function, and anatomy, are essential to develop the discoveries from murine models into clinical therapies and interventions for HF. The coronary artery pattern and distribution of blood supply in swine is remarkably similar to that of humans, more so than any other mammal [10]–[12]. Thus, the porcine model of MI is extensively used to better understand functional, structural, and molecular changes associated with clinical ischemic heart disease.

The availability of microarray technology has led to the simultaneous analysis of thousands of genes in a given tissue and may identify genes responsible for the relevant phenotype [13]. In the past decade, the development of pig cDNA microarray sequences generated a tremendous increase in porcine transcriptomic data. Therefore, in order to investigate molecular alterations caused by MI we studied changes in gene expression by microarray analysis of infarcted and non-infarcted (remote myocardium) porcine myocardial samples at different stages after MI (1, 4, and 6 weeks).

## Materials and Methods

This study was approved by the Animal Experimentation Unit Ethical Committee of the Catalan Institute of Cardiovascular Sciences (ICCC) (Permit Number: 4563; Departament de Medi ambient i Habitatge (DMAH), Generalitat de Catalunya) and complies with all guidelines concerning the use of animals in research and teaching as defined by the *Guide For the Care and Use of Laboratory Animals* (NIH Publication No. 80-23, revised 1996).

### Myocardial infarction model

For this study, 9 female crossbreed Landrace×Large White pigs (30–40 kg) were premedicated with azaperone (10 mg/kg, intramuscularly (IM)) followed by pentobarbital sodium (15 mg/kg, intravenously (IV)). Animals underwent endotracheal intubation, and anaesthesia was maintained by 2% isoflurane inhalation. During intervention, fentanyl (0.75 mg/kg/45 min, IV) was used as analgesic and 1.5 mg/kg atracurium besylate intravenous bolus was administered inducing muscular relaxation. After left lateral thoracotomy through the fourth intercostal space, MI was induced by a permanent double-ligation of the first marginal branch of the circumflex artery, as previously described [14]. Tulatromicin (2.5 mg/kg, IM) was administered at the end of the intervention as antibiotic prophylaxis and a transdermal fentanyl patch was applied to allow analgesic post-operative care. Surgical procedures were monitored with ECG registration and capnography, pulse oximetry, non-invasive arterial blood pressure, and temperature measurements.

Animals were randomly sacrificed with an intravenous overdose infusion of potassium chloride solution at 1 week (n = 3), 4 weeks (n = 3), or 6 weeks (n = 3) after MI. Three paired myocardial samples from infarct core and non-infarcted remote myocardium were analyzed at each temporal stage. Myocardial samples from healthy animals (n = 3) were included as physiological condition.

### Tissue collection and RNA extraction

After sternotomy, hearts were immediately excised and washed in ice-cold buffered saline solution to remove any residual blood. Biopsies from infarct core (middle of the scar of the left ventricle), remote myocardium (non-infarcted interventricular septum), and control myocardium (healthy animals) were selected and immediately collected in Allprotect Tissue Reagent (Qiagen) at room temperature to ensure RNA stabilization of harvested tissue samples.

RNeasy Fibrous Tissue Mini Kit (Qiagen) was used to isolate total RNA from tissue. RNA purity and integrity, assessed both by spectrophotometry (NanoDrop ND-1000, NanoDrop Technologies) and nanoelectrophoresis (2100 Bioanalyzer, Agilent Technologies), were optimal for microarray experiments (RNA purity, A260/280>2.0 and A260/230>1.4; RNA integrity number 6.9–9.3).

### Microarray gene expression analysis

Microarray expression profiles were obtained using the GeneChip® Porcine Genome Array (Affymetrix). Briefly, 200 ng of total RNA from each sample was processed, labeled, fragmented, and hybridized to GeneChip® according to the Affymetrix GeneChip® 3′ IVT Express Kit User Manual. Washed and stained arrays were scanned using an Affymetrix GeneChip® Scanner 3000 7 G, generating. CEL files for each array. Raw expression values obtained from. CEL files for each array were pre-processed using the robust multi-chip average (RMA)-normalization method [15] obtaining a total of 24,123 probe sets on a log_2_ basis. Data were subjected to a first non-specific filtering by selecting probe sets with normalized intensity above 3 in at least 10 samples to remove those transcripts that show little or no variability. Selection of differentially expressed transcripts was based on a linear model for microarray analysis (LIMMA) with empirical Bayes modification for the variance estimates, as described previously [16]. Correction for multiple comparisons was performed using FDR [17] and only probe sets with adjusted *P* value less than 0.05 were selected for subsequent analysis. A total of 11,290 genes were annotated by blasting the microarray sequences to the human genome, as previously described [18]. Data analysis was performed in R (version 2.11.1) with standard Bioconductor packages. A total of six lists of differentially expressed probe sets were generated by comparing microarray expression profiles of remote myocardium or infarct core region with respect microarray expression profile of control myocardium at 1, 4, and 6 weeks post-MI. Results are presented in terms of log_2_ fold change (FC) with 95% confidence interval (CI), *P* value and adjusted *P* value, as obtained by LIMMA package.

For functional analysis, the six lists of differentially regulated probe sets were uploaded into the Ingenuity Pathway Analysis (IPA) online tool (Ingenuity System Inc, www.ingenuity.com). The ‘Core Analysis’ function included in IPA was used to interpret data in the context of biological processes, pathways, and networks. Eight different temporal expression patterns identified in the analysis were derived by combining the sign of the log_2_ FC variable from paired comparisons between infarct core versus remote myocardium at three temporal analyzed stages. Microarray data have been deposited in the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) database with series accession number GSE34569.

### Quantitative real-time PCR

To confirm microarray data, ten of the de-regulated genes in the infarct core tissue with porcine cDNA sequences commercially available, were selected for further validation by quantitative real-time PCR (qRT-PCR). Random hexamers and the Script™ One-Step RT-PCR Kit (Bio-Rad) were used to synthesize first strand cDNA for each sample from 2 µg of RNA. 2 µl of cDNA were amplified in a final volume of 50 µl containing 25 µl TaqMan® 2× Universal PCR Master Mix and 2 µl of each porcine FAM-labelled TaqMan® Gene Expression Assay (Applied Biosystems). The used primers are listed in Table S1. Data were collected and analyzed on the ABI Prism® 7000 Sequence Detection System (Applied Biosystems). Relative quantification was determined by normalizing the expression for each gene to PGK1 gene following the 2^−ΔΔCt^ method [19]. PGK1 was selected as a housekeeping gene among three candidate genes (PGK1, GUSB, and GAPDH), since it showed the most constant expression levels for both physiological and pathological samples. All measurements were performed in duplicate in ten separate runs and expressed as mean ± sd. *P* values for significance were analyzed using Student's t-test. Spearman's correlation was computed to assess concordance between qRT-PCR and microarray data.

## Results

### MI alters gene expression in the whole heart

In order to analyze changes in gene expression caused by infarct injury in the whole heart, microarray expression profiles of non-infarcted remote myocardium or infarct core samples at each temporal post-MI stage (1, 4, and 6 weeks) were compared with microarray expression profile of control myocardial samples from healthy animals (physiological condition) (Fig. 1). 

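RNA from 21 myocardial samples was hybridized to Affymetrix porcine arrays, 1 array per sample. Pigs 7, 8 and 9 were sampled at 1 week, pigs 18, 20 and 22 at 4 weeks, and pigs 2, 3 and 5 at 6 weeks post-MI. Each of these 9 pigs gave 1 infarct core (IC) sample from the scar of the left ventricle and 1 remote myocardium (RM) sample from the septum. Pigs 30, 31 and 33 gave the 3 control myocardium (CM) samples. The paper's text describes the control animals as healthy, while the deposited sample labels describe them as sham-operated, and the values cannot tell which holds. The labels also give the stages as 6, 30 and 45 days. The authors' values are RMA expression on the log2 scale for 24123 probe sets, from -0.06 to 13.40. Probe sets above 3 in at least 10 arrays were tested, which left 12180. A linear model with 1 mean for each of 7 groups was fitted in limma, P values were adjusted by the Benjamini-Hochberg method within each comparison, and probe sets with an adjusted p under 0.05 were taken as DEPS. Every standard error is limma's, and n was 3 arrays in each group. For IC against RM of the same pigs, a second limma fit took the pig as a block. An exact permutation of 3 arrays against 3 cannot give a p below 0.1, so none is given for single genes, and the number of arrays limits the precision. All comparisons with CM share the same 3 control arrays. Some control probe sets that report labelling also differed between CM and the infarcted pigs, most at 4 and 6 weeks. A labelling difference therefore cannot be told apart in the RM and IC lists. The platform's annotation is old. Of the probe sets tested, 6257 carry 1 gene symbol, 133 carry several and 5790 carry none. Genes that the paper names were taken by the authors' symbol first, which is a match to a human gene. For the others that symbol was used where the platform does not give 1 symbol, and the fixed lists used the platform's symbols only. Where the mean of a group lies below 3, the size of a log2 FC depends on the background of the array and is not exact. Of 1315 probe sets with a symbol from both sources, 201 (15.3%) had symbols that differ, some of them older names of the same gene.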

A total of six lists of differentially expressed probe sets were obtained for all comparisons (Tables S2, S3, S4, S5, S6, S7).

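NPPB, which encodes the B-type natriuretic peptide released by stretched myocardium, rose in IC at 1 week (log2 FC 6.17, standard error 1.57, adjusted p = 0.00293), at 4 weeks (5.04) and at 6 weeks (5.79). In RM its log2 FC was 3.10 (adjusted p = 0.394) at 1 week, 2.72 (adjusted p = 0.399) at 4 weeks and 3.88 (adjusted p = 0.309) at 6 weeks. MYL4, the atrial light chain of myosin, rose in IC at 1 week (2.47) and 4 weeks (2.83), and XIRP1, an actin-binding protein of the intercalated disc, fell at all stages, by 1.77, 1.55 and 1.45. The A-type peptide gene NPPA did not pass in IC, with log2 FC 2.18 (adjusted p = 0.264) at 1 week. Of the 9 measured genes of the wall stress and fetal programme list, 2 rose and 1 fell in IC at 1 week, 2 rose and 2 fell at 4 weeks, and 2 rose and 1 fell at 6 weeks, and the counts were unchanged when adjusted over the list alone. None passed in RM, where 1 rose at 6 weeks when adjusted over the list alone.
At 1 week, 138 probe sets passed in RM (62 higher and 76 lower) and 6598 in IC (3163 higher and 3435 lower). At 4 weeks the RM list held 132 (75 higher and 57 lower) and the IC list 6623 (3076 higher and 3547 lower). At 6 weeks the RM list held 24 (9 higher and 15 lower) and the IC list 5719 (2556 higher and 3163 lower). The median absolute log2 FC of the DEPS was 1.03, 0.97 and 1.13 in the RM lists and 0.94, 0.95 and 0.86 in the IC lists. The split depended on the scaling. With cyclic loess the IC lists became 3541 higher and 3085 lower, 3428 and 3215, and 3004 and 2604 at 1, 4 and 6 weeks. Higher probe sets then outnumbered lower ones at each stage, the reverse of the deposited values. With arrays centred on their median the RM list at 4 weeks became 50 higher and 79 lower. Centred on ribosomal protein genes, the RM lists became 24 higher and 73 lower, 25 higher and 36 lower and 5 higher and 20 lower at 1, 4 and 6 weeks, and the IC lists 2059 higher and 5092 lower, 1901 higher and 5511 lower and 1680 higher and 4865 lower. The RM lists depended on single arrays of controls and of infarcted pigs. Without CM replicate 31 the 1 week list held 20 probe sets, without RM 4 weeks replicate 20 the 4 weeks list held 15, and without CM replicate 30 the 6 weeks list held 2.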

**Figure 1:**
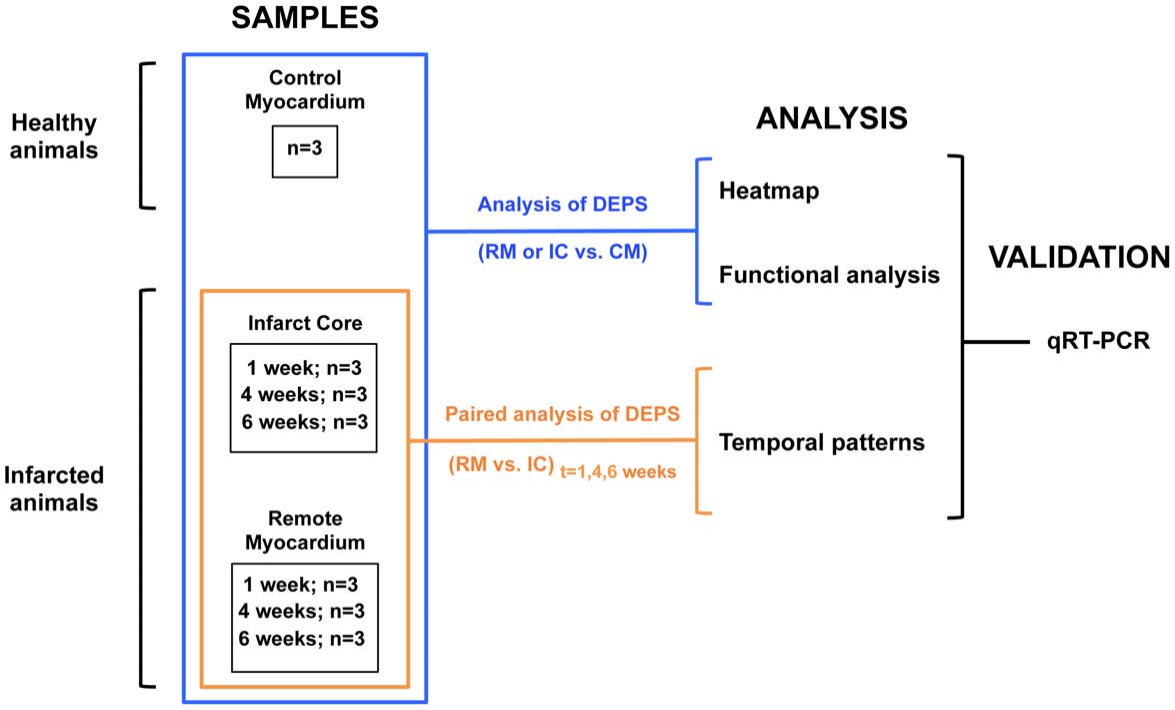
Study design. DEPS = differentially expressed probe sets; CM = control myocardium; IC = infarct core; RM = remote myocardium; qRT-PCR = quantitative real-time PCR.

A compressed view of the cluster analysis of all expressed probe sets showing relative differential expression in infarct core and remote myocardium at 1, 4, and 6 weeks is shown by the heat map (Fig. 2A). In this hierarchical clustering algorithm, all the 9 infarct core and all the 9 remote myocardial samples formed two distinct clusters, separately of the control samples cluster, corresponding to physiological condition (Fig. 2A). In addition, except one remote myocardial specimen from 6 weeks group, the samples also clustered by temporal post-MI stage.

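The 9 IC arrays formed a branch of their own, apart from all RM and CM arrays, when the 21 arrays were clustered over the 8619 DEPS. Within it, the 3 arrays of IC at 1 week and the 3 of IC at 4 weeks each formed a branch, and those of IC at 6 weeks did not. The 3 CM arrays also formed a branch, which lay among the RM arrays. The 9 RM arrays did not form a branch without the CM arrays, and no RM group formed a branch of its own. The clustering used average linkage on 1 minus the Pearson correlation of probe sets centred on their mean, since the paper's text does not name its linkage. IC stood apart and RM did not in each of the 5 settings tried. RM at 4 weeks formed a branch with Ward linkage on Euclidean distance, where 5 of the 7 groups did, and over the 1000 most variable probe sets, where CM did not. No p goes with a tree.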

**Figure 2:**
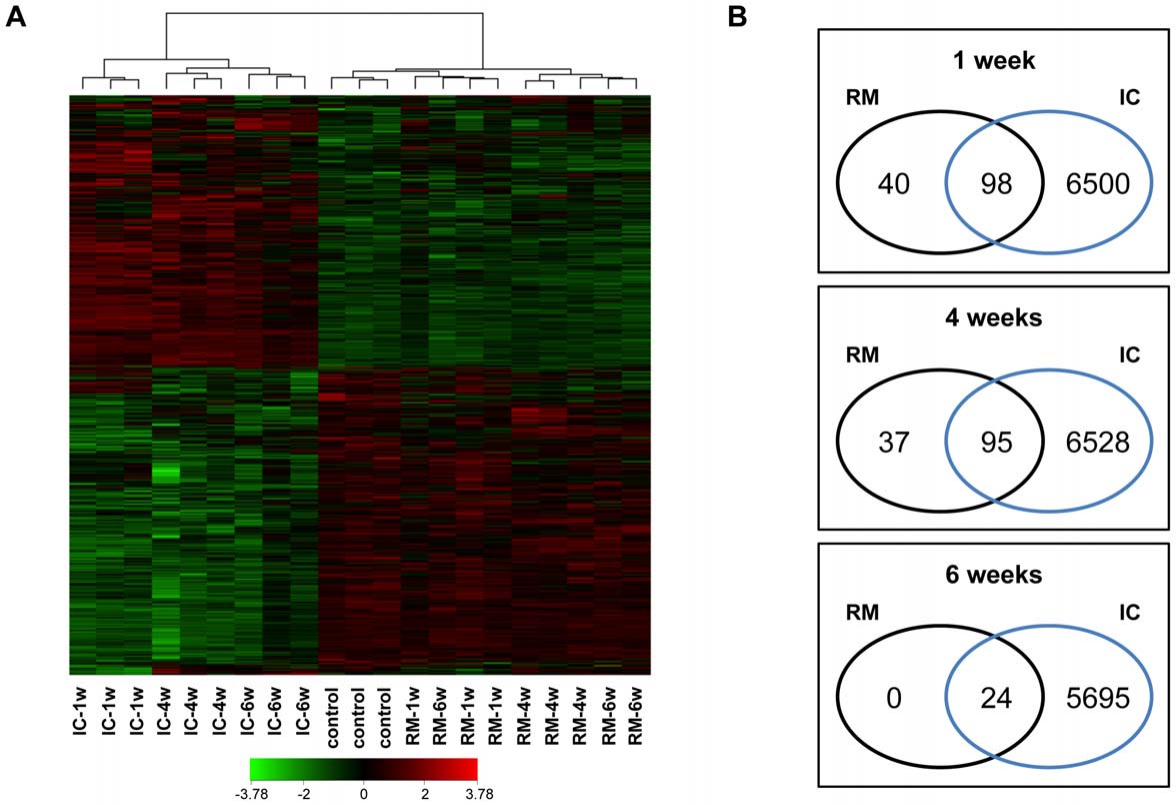
Differentially clustered gene expression patterns in MI. **a** Probe sets for genes significantly regulated (adjusted *P* value<0.05 by significance analysis of microarrays) at 1, 4, or 6 weeks post-MI were selected, clustered, and reported in a heat map. Each row represents a different probe set, and columns pertain to data collected at three temporal stages after surgery. Control myocardium from healthy animals was also included. Normalized data values, displayed in red and green shades, are represented according to the colour scale shown (bottom). **b** Venn diagrams summarizing similarities and differences between tissue regions at each temporal stage, using significant probe sets in **a**. IC = infarct core; RM = remote myocardium; w = weeks; n = 3 per group.

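PDIA4 and CALR, which fold proteins in the endoplasmic reticulum, rose in IC at 1 week by 1.69 ± 0.21 and 1.21 ± 0.12 on the log2 scale (standard error, n = 3), and their chaperone partner HSPA5 rose by 1.02 ± 0.21. The chaperone genes HSPA8 and HSPE1 fell in IC at 4 weeks, by 1.00 and 0.97, and DNAJA1 fell at 6 weeks, by 0.89. Another probe set of HSPA8 rose at 4 weeks (0.98, adjusted p = 0.00032), as did one that the filter removed (1.72), so the direction of HSPA8 is not clear. Of the 19 measured heat shock and unfolded protein genes, 6 rose and 2 fell in IC at 1 week, and 5 rose and 4 fell at 4 weeks and at 6 weeks, with the same counts when adjusted over the list alone, and none passed in RM. Of 55 ribosomal protein genes, 21 rose in IC at 1 week, 27 at 4 weeks and 20 at 6 weeks, and none fell (21, 27 and 18 adjusted over the list alone). RPL3 had the largest change of these (2.00 at 1 week), while the median of the list was 0.22, 0.25 and 0.18. The set test camera called the ribosomal list in IC at 1 week (adjusted p = 0.00041), but not with an estimated correlation (adjusted p = 0.573), and centring the arrays on these genes removes the shift by construction. Of 16 immediate early genes, which also respond to the handling of tissue, 2, 4 and 1 rose in IC at 1, 4 and 6 weeks and 1, 1 and 3 fell (2, 4 and 1, and 1, 1 and 2 adjusted over the list alone). EGR1 rose at all stages (1.48, 2.09 and 1.38) and FOS at 4 weeks (log2 FC 3.66, standard error 0.94, adjusted p = 0.00316). In RM 1 gene of this list rose, at 4 weeks, and camera called the list lower at 6 weeks (adjusted p = 0.0119, and adjusted p = 0.95 with an estimated correlation). Signs differed in IC for the immediate early list at 4 weeks (median -0.41, mean 0.07) and for the heat shock list at 4 weeks (median -0.03, mean 0.07). At 6 weeks the heat shock list had a negative median (-0.13) and mean (-0.07) while camera ranked it higher.
Over both regions and all stages, 8619 of the 12180 probe sets were DEPS at least once. Of these, 8364 (97%) were in IC lists only, 32 in RM lists only and 223 in lists of both regions. In IC, 4221 probe sets passed at all 3 stages, 4211 of them in the same direction.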

A total of 8,619 differentially expressed probe sets, which correspond to 6,108 unique annotated HGNC genes, were detected in the infarcted porcine heart (Fig. 2A). Fig. 2B shows the number of transcripts differentially expressed by the infarct core and remote myocardium at each temporal analyzed stage. 

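Most probe sets in the RM list of a stage were also in the IC list of that stage, and nearly all of these moved in the same direction in both regions. At 1 week, TMEM2 fell in RM (log2 FC -1.20, adjusted p = 0.0279) and rose in IC (1.17, adjusted p = 0.000735), and TRIB2, a pseudokinase gene, rose in RM (0.93) and fell in IC by 1.37. PQLC3 (-0.86 in RM and 1.56 in IC), EPS8 (-0.66 and 1.03), TACC1 (-1.09 and 0.63) and FAM107B were also lower in RM and higher in IC, and a probe set of PKIG was higher in RM (0.77) and lower in IC (-0.59). At 4 weeks, a probe set of ACADVL, an enzyme of fatty acid oxidation, rose in RM (1.67, adjusted p = 0.0017) and fell in IC (-1.58), and GPRC5C did the same (0.66 and -0.35). SPAG7 did so at 6 weeks (0.89 and -0.47). A probe set with no symbol also went opposite ways at 4 weeks (-0.85 in RM and 0.80 in IC) and another at 6 weeks (-1.41 and 1.86). TRIB2, EPS8, TACC1 and FAM107B are the authors' matches to human genes. These genes were named because the opposite calls were few.
Of the 138 RM probe sets at 1 week, 98 (71%) were in the IC list, of 132 at 4 weeks 95 (72%), and all 24 at 6 weeks, against 54.2%, 54.4% and 47% of all probe sets tested. In the same direction were 91 (39 higher and 52 lower), 92 (53 and 39) and 22 (8 and 14), where independent lists would share 37.5 (16.1 and 21.4), 35.5 (18.9 and 16.6) and 5.78 (1.89 and 3.9). Both lists are set against the same 3 CM arrays, so part of this overlap may come from the controls. The log2 FC of RM and IC correlated across genes at r = 0.46, 0.42 and 0.31, below the 0.50 that shared controls gave in 100 simulations without the pairing by pig, and genes are not independent replicates. Their covariance was 0.173, 0.168 and 0.0875 against a simulated 0.0293, and 3 controls cannot be split to separate the parts. The signs were equal in 64.4%, 61.8% and 59.4% of probe sets, against 66.7% in the simulation. At most 0 probe sets were in both lists in the simulations, at each stage. The simulated groups were unchanged, so this cannot size the part of the controls where IC itself differs from CM. The overlap at 1 week was 10 without CM replicate 31, at 4 weeks 11 without RM 4 weeks replicate 20, and at 6 weeks 2 without CM replicate 30.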

Venn's diagrams show overlapped regulated probe sets between both tissue regions diminishing over time (98, 95, and 24 at 1 week, 4 weeks, and 6 weeks, respectively) (Fig. 2B). 

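NPR1, the receptor of the A- and B-type natriuretic peptides, fell at 1 week in RM by 1.16 (standard error 0.27, adjusted p = 0.0426) and in IC by 1.48 (adjusted p = 0.000151). PRKCH, a protein kinase C, fell at 1 week in RM (-1.58 ± 0.33, log2 FC and standard error, n = 3) and in IC (-0.91 ± 0.33), and DOCK9, an exchange factor of CDC42, fell by 1.16 and 0.75. FAM78B also fell in both regions at 1 week, with log2 FC -2.40 in RM and -2.57 in IC. LRRC17 rose at 1 week, with a log2 FC of 1.97 in RM and 5.59 in IC, and was the gene of this group with the largest change in IC. The CM mean of LRRC17 (2.58, SD 1.10) lay below the filter's 3, so the sizes of its rises are not exact. FAM107B went opposite ways at 1 week, falling in RM and rising in IC. At 4 weeks AMY2B, an amylase gene, rose in RM (log2 FC 2.77, standard error 0.65, adjusted p = 0.0471) and IC (2.70), and MAOA, which breaks down monoamines, rose in RM (0.58, adjusted p = 0.046, a call lost with the pig as a block) and IC (2.21, adjusted p = 1.66e-09). The probe set that the authors name HBA2, a globin, carries the platform's symbol B2M, so it is not clear which gene it measures. It fell in RM at 4 weeks (-2.06, adjusted p = 0.00838) and at 6 weeks (-1.82, adjusted p = 0.0361). DOCK9, FAM107B, FAM78B, LRRC17 and NPR1 are named by the authors' matches to human genes. The tests are those against CM in limma. No probe set was named PP1CA here, where the authors' matches are held only in part.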

Among 223 overlapped transcripts (Fig. S1A), IPA analysis recognized 193 genes, some of them related to cardiac arteriopathy (AMY2B, DOCK9, FAM107B, FAM78B, HBA2, LRRC17, NPR1, and PRKCH), cardiac arrhythmia (MAOA and PP1CA), and HF (NPR1). Remarkably, only 2 genes (PAQR3 and FRK) were differentially expressed in the infarcted heart at all temporal stages (Fig. S1B).

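PAQR3, a membrane protein of the Golgi that holds back RAF kinase, fell in both regions at all stages. In RM its log2 FC was -0.79 (adjusted p = 0.0176) at 1 week, -0.87 (adjusted p = 0.0117) at 4 weeks and -0.82 (adjusted p = 0.0361) at 6 weeks, each with a standard error of 0.15 (n = 3). In IC it fell by 1.29, 1.43 and 1.26. The other probe set in all 6 lists is the authors' FRK, a kinase of the SRC family, but the platform names it BMPR1B, a receptor of bone morphogenetic proteins, and the files do not settle which is right. It fell in RM by 2.69, 2.26 and 1.32 at 1, 4 and 6 weeks (adjusted p = 1.83e-05, 0.000267 and 0.0361) and in IC by 2.44, 2.58 and 1.85. Its RM mean at 1 week (2.84) lay below the filter's 3, so the size of that fall is not exact. These 2 probe sets were the only ones called in limma in all 6 lists, and 4 were called in all 3 RM lists. The name PAQR3 is the authors' match to a human gene. Another probe set of PAQR3 was higher in IC, and the mean of its probe sets had a log2 FC of 0.17 in IC at 1 week.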

### Altered genes in the remote myocardium due to an infarct event

MI caused altered expression of 255 probe sets in the remote myocardial tissue at 1, 4, or 6 weeks post-MI (Fig. S1A). 

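COL4A5, a chain of basement membrane collagen, rose in RM at 1 week (log2 FC 2.39, standard error 0.45, adjusted p = 0.0172), as did the fibril-associated collagen COL21A1 (1.73), the ubiquitin ligase RNF144B (1.93), FAM46A (1.87), the RAS-like GTPase MRAS (1.41), ARMCX4 (1.55), PAPD1 (1.53) and NREP (1.36). IL1RAP, the co-receptor of interleukin 1, fell (log2 FC -2.68, standard error 0.42, adjusted p = 0.0071), as did the carboxypeptidase CPM (-2.01), the glucocorticoid-induced FKBP5 (-1.86), the oxidase DAO (-1.74) and HYAL2, which degrades hyaluronan (-1.66). At 4 weeks the RNA helicase DDX17 (1.80) and the transcription factor TBX3 (1.64) rose, with RAP1A (1.41), and the glycoprotein hormone STC1 (log2 FC -3.27, standard error 0.73, adjusted p = 0.0333), LPHN2 (-3.12), CLOCK of the circadian clock (-2.88), the activin chain INHBB (-2.01), ALDH4A1 (-1.45) and MCCC1 (-1.39) fell. LPHN2 and CLOCK had RM means of 1.39 and 1.00, below the filter's 3, and CM means of 4.51 (SD 2.20) and 3.88 (SD 1.96), so the sizes of these falls are not exact and rest on scattered controls. The CM means of RNF144B (2.51), COL21A1 (2.65), ARMCX4 (2.62) and RAP1A (2.99) also lay below 3. So did the RM means of IL1RAP (2.89) at 1 week and of CBFB (2.07) and LARP1 (2.18) at 6 weeks. The sizes of these changes are not exact either. At 6 weeks DDX17 (1.70), MTSS1 (1.55), OAZ2 (1.00) and TIGD3 (1.00) rose, and SKAP2 (log2 FC -2.47, standard error 0.46, adjusted p = 0.0361), CBFB (-1.68), LARP1 (-0.95) and TOX4 (-0.86) fell. These genes were chosen because their 3 RM arrays lay beyond the 3 CM arrays, so that separation is no further evidence. The call of TOX4 was lost with the pig as a block. Of these names, FAM46A, MRAS, NREP, CPM, FKBP5, HYAL2, STC1, ALDH4A1 and SKAP2 are the platform's, and the others are the authors' matches to human genes.
Of 19 measured matrix glycoprotein and crosslinking genes, none passed in RM at 1 week, 1 rose at 4 weeks and none passed at 6 weeks (8, 2 and 0 rose adjusted over the list alone). The list's median log2 FC at 1 week was 0.60 by camera (adjusted p = 2.26e-06), which was not called with an estimated correlation (adjusted p = 0.404). Of 12 fibroblast genes, 1 rose at 1 week, 1 at 4 weeks and none at 6 weeks (1, 3 and 0 adjusted over the list alone), among them CDH11, an adhesion molecule of mesenchymal cells, at 1 week (0.96, adjusted p = 0.0497). Of 10 endothelial genes, 1 fell at 1 week and none at the later stages (5, 0 and 2 adjusted over the list alone), with a median of -0.52 at 1 week (camera, adjusted p = 0.000763, and adjusted p = 0.404 with an estimated correlation). The total of 255 DEPS in RM fell to 45 without CM replicate 31.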

Using IPA software, 28 unique genes differentially expressed due to infarct damage were identified exclusively in the remote myocardium in at least one of the three temporal analyzed stages (Table 1), and only 1 gene (CCDC15) was permanently de-regulated over time in this region. 

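CCDC15, a coiled-coil protein of the centriole, rose in RM at all stages, with log2 FC 1.22 (adjusted p = 0.00837) at 1 week, 1.22 (adjusted p = 0.00838) at 4 weeks and 1.13 (adjusted p = 0.0361) at 6 weeks (standard error 0.20, n = 3). In IC it rose at 4 weeks (0.64, adjusted p = 0.0116) and 6 weeks (0.66, adjusted p = 0.012), and its log2 FC at 1 week was 0.12 (adjusted p = 0.636). Of the 28 genes of Table 1, 8 rose and 13 fell in RM at 1 week, 7 rose and 5 fell at 4 weeks, and none passed at 6 weeks or in any IC list, on the probe set used for each gene. Other probe sets of DLC1, PKIG and SENP6 were called in IC. With the pig as a block the RM call of MGAT4B at 1 week was lost. DLC1 was then called in RM at 4 weeks and in IC at 6 weeks, and NASP in IC at 4 weeks. Among the 28 genes at 1 week, SMTNL2, a smoothelin-like protein, rose (log2 FC 1.32, standard error 0.30, adjusted p = 0.0383). So did the histone chaperone NASP (1.15), GADL1 (1.03) and DLC1 (0.97). PLIN2, the coat protein of lipid droplets, fell (log2 FC -1.87, standard error 0.37, adjusted p = 0.0226), as did the angiotensin-cleaving peptidase ENPEP (-1.39), IQCK (-1.18) and the methyltransferase SETD7 (-1.11). At 4 weeks the orphan receptor NR4A2 (log2 FC 1.85, standard error 0.38, adjusted p = 0.0246), the neurotrophic factor CNTF (1.41), the dynein light chain DYNLT1 (1.03) and the nucleoside carrier SLC29A1 (0.94) rose, and ATXN7 (-0.80) and SENP6 (-0.73) fell. PELI1 (a ubiquitin ligase of immune receptors, -1.02 and -0.97) and PIK3C2A (a lipid kinase, -0.90 and -0.84) fell at 1 and 4 weeks, and PKIG, an inhibitor of protein kinase A, rose (0.71 and 0.75). The CM means of NR4A2 (2.57) and CNTF (2.79) and the RM mean of PLIN2 at 1 week (2.83) lay below the filter's 3. The sizes of the changes of these genes are not exact. The authors' CCDC73 is EIF3M by the platform (-0.87 at 1 week), and their MEI1 is RPL23 (1.13 at 4 weeks). The authors chose these genes on the same samples, so their calls are not independent evidence. CCDC15, ATXN7, CNTF, GADL1, IQCK, NASP, PIK3C2A and SETD7 are the authors' human matches.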

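At 1 week ADAMTS3, a peptidase that processes procollagen, rose in RM (log2 FC 1.99, standard error 0.47, adjusted p = 0.0465). Its CM mean (2.73) lay below the filter's 3, so the size of this rise is not exact. The GTPase RRAD, which dampens calcium channels, rose by 1.12 ± 0.25 (adjusted p = 0.0402), SRF, the factor that binds serum response elements, by 0.99 ± 0.22 (adjusted p = 0.0377), and ILK, a kinase coupled to integrins, by 0.65 ± 0.13 (adjusted p = 0.0251). EDNRB, the type B receptor of endothelin, fell by 1.29 (adjusted p = 0.0434) and ERG, a transcription factor of endothelium, by 1.05 (adjusted p = 0.0465). RASSF1 fell by 0.84 and ZSWIM6 by 0.81. In IC at 1 week none of the 8 passed, with log2 FC of 0.50 for ADAMTS3, -0.41 for RRAD, 0.01 for ILK, 0.18 for EDNRB, -0.34 for ERG, -0.12 for RASSF1 and 0.24 for ZSWIM6. In all, 40 probe sets were in the RM list and not in the IC list at 1 week. ADAMTS3, SRF, ILK, EDNRB and ZSWIM6 carry no platform symbol, and their names are the authors'. These genes too were picked by the authors from the same samples.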

A temporal stage analysis revealed early at 1 week post-MI, 8 cardiovascular-related genes (ADAMTS3, EDNRB, ERG, ILK, RASSF1, RRAD, SRF, and ZSWIM6) among 40 altered transcripts in the remote myocardial region (Fig. 2B and Table 2). 

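RRAD rose in RM at 4 weeks (log2 FC 1.76, standard error 0.25, adjusted p = 0.00475), and its log2 FC in IC was 0.14 (adjusted p = 0.665). MBNL1, which controls splicing in muscle, fell in RM (log2 FC -0.61, standard error 0.13, adjusted p = 0.0315), with -0.02 (adjusted p = 0.889) in IC. DOCK9 fell by 0.86 in RM (adjusted p = 0.0294), with -0.24 (adjusted p = 0.275) in IC, and ZSWIM6 by 0.86 (adjusted p = 0.0161), with -0.20 (adjusted p = 0.316) in IC. At this stage 37 probe sets were in the RM list only. The arrays were 3 per group, and DOCK9, MBNL1 and ZSWIM6 are names of the authors' human matches.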

At 4 weeks post-MI, 4 genes (DOCK9, MBNL1, RRAD, and ZSWIM6) by all of 37 unique altered transcripts were related to cardiovascular disease. Lastly, at 6 weeks post-MI no unique genes altered only in the remote myocardium were found, although IPA identified 3 genes (MAP2K5, MBNL1, and NFIA) of 24 shared probe sets by remote myocardium and infarct core regions associated with cardiac arteriopathy (Fig. 2B and Table 2).

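NFIA, a transcription factor of the nuclear factor I family, fell at 6 weeks in RM (log2 FC -1.19, standard error 0.17, adjusted p = 0.00728) and in IC (-1.21, adjusted p = 1.92e-05), where another of its probe sets rose (0.34). In RM its log2 FC had been 0.00 at 1 week and 0.45 at 4 weeks. MAP2K5, the kinase that activates ERK5, fell in RM (log2 FC -1.07, standard error 0.21, adjusted p = 0.0457) and in IC (-1.17, adjusted p = 0.000248), after log2 FC of -0.09 and -0.59 in RM at the earlier stages. Its RM call was lost with the pig as a block. One probe set of MBNL1 fell at 6 weeks in RM (-0.95, adjusted p = 0.0361) and in IC (-0.99, adjusted p = 0.000203), and the probe set called in RM at 4 weeks did not pass in limma, with -0.39 (adjusted p = 0.221) in RM and -0.05 (adjusted p = 0.767) in IC. All 24 probe sets of the RM list at 6 weeks were also in the IC list. MAP2K5 is named by the authors' human match, and the 6 weeks RM list rested on 3 arrays against 3.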

**Table 1:** Unique genes differentially regulated in the remote myocardium at 1, 4, or 6 weeks post-MI. FC = fold change; w = weeks.

		1 week		4 weeks		6 weeks	
Gene Symbol	Gene Name	Log_2_FC	adj *P* value	Log_2_FC	adj *P* value	Log_2_FC	adj *P* value
ATXN7	ataxin 7	−0.32	n.s.	−0.80	3.5E-02	−0.71	n.s.
CCDC73	coiled-coil domain containing 73	−0.87	3.9E-02	−0.22	n.s.	−0.54	n.s.
CNTF	ciliary neurotrophic factor	−0.03	n.s.	1.41	3.3E-02	0.72	n.s.
DLC1	deleted in liver cancer 1	0.97	1.7E-02	0.75	3.3E-02	0.84	n.s.
DYNLT1	dynein, light chain, Tctex-type 1	0.72	n.s.	1.03	1.5E-02	0.32	n.s.
EDNRB	endothelin receptor type B	−1.29	4.3E-02	−0.74	n.s.	−0.70	n.s.
ENPEP	glutamyl aminopeptidase (aminopeptidase A)	−1.39	1.6E-02	−0.58	n.s.	−0.80	n.s.
ERG	v-ets erythroblastosis virus E26 oncogene homolog (avian)	−1.05	4.7E-02	−0.63	n.s.	−0.87	n.s.
GADL1	glutamate decarboxylase-like 1	1.03	3E-02	0.31	n.s.	0.55	n.s.
HECA	headcase homolog (Drosophila)	−0.58	1.7E-02	−0.28	n.s.	−0.26	n.s.
HSPA14	heat shock 70 kDa protein 14	0.66	4.7E-02	0.13	n.s.	0.32	n.s.
IQCK	IQ motif containing K	−1.18	3.1E-02	−0.52	n.s.	−0.71	n.s.
MEI1	meiosis inhibitor 1	0.43	n.s.	1.12	4.7E-02	0.39	n.s.
MGAT4B	mannosyl (alpha-1,3-)-glycoprotein beta-1,4-N-acetylglucosaminyltransferase, isozyme B	0.65	4.7E-02	0.34	n.s.	0.10	n.s.
NASP	nuclear autoantigenic sperm protein (histone-binding)	1.15	4.7E-02	0.94	n.s.	0.45	n.s.
NR4A2	nuclear receptor subfamily 4, group A, member 2	1.01	n.s.	1.85	2.5E-02	−0.41	n.s.
PELI1	pellino homolog 1 (Drosophila)	−1.02	1.4E-02	−0.97	1.5E-02	−0.85	n.s.
PIK3C2A	phosphoinositide-3-kinase, class 2, alpha polypeptide	−0.90	1E-02	−0.84	4.1E-02	−0.44	n.s.
PKIG	protein kinase (cAMP-dependent, catalytic) inhibitor gamma	0.71	3.4E-02	0.75	2.4E-02	0.45	n.s.
PLIN2	perilipin 2	−1.87	n.s.	0.18	n.s.	−0.11	n.s.
PTPRG	protein tyrosine phosphatase, receptor type, G	−0.64	4.1E-02	−0.03	n.s.	−0.40	n.s.
RASSF1	Ras association (RalGDS/AF-6) domain family member 1	−0.84	3E-02	−0.66	n.s.	−0.53	n.s.
RRAD	Ras-related associated with diabetes	1.12	4E-02	1.76	4.7E-03	1.02	n.s.
SENP6	SUMO1/sentrin specific peptidase 6	−0.08	n.s.	−0.73	2.4E-02	−0.41	n.s.
SETD7	SET domain containing (lysine methyltransferase) 7	−1.10	1.1E-02	−0.70	n.s.	−0.53	n.s.
SLC29A1	solute carrier family 29 (nucleoside transporters), member 1	0.22	n.s.	0.94	1.9E-02	0.27	n.s.
SMTNL2	smoothelin-like 2	1.32	3.8E-02	1.13	n.s.	0.76	n.s.
ZSWIM6	zinc finger, SWIM-type containing 6	−0.81	2.4E-02	−0.86	1.6E-02	−0.64	n.s

**Table 2:** Cardiovascular-related genes altered in the remote myocardium at 1, 4, or 6 weeks post-MI. w = weeks.

Gene Symbol	Gene Name	Temporal Stage	Function Annotation
ADAMTS3	ADAM metallopeptidase with thrombospondin type 1 motif, 3	1 w	coronary artery disease
DOCK9	dedicator of cytokinesis 9	4 w	coronary artery disease
EDNRB	endothelin receptor type B	1 w	heart failure, congestive heart failure, congenital heart disease, systemic esclerosis, left ventricular dysfunction, secondary pulmonary hypertension, pulmonary hypertensive arterial disease
ERG	v-ets erythroblastosis virus E26 oncogene homolog (avian)	1 w	systemic esclerosis
ILK	integrin-linked kinase	1 w	congenital outflow tract obstruction
MAP2K5	mitogen-activated protein kinase kinase 5	6 w	coronary artery disease
MBNL1	muscleblind-like (Drosophila)	4 w, 6 w	coronary artery disease
NFIA	nuclear factor I/A	6 w	coronary artery disease
RASSF1	Ras association (RalGDS/AF-6) domain family member 1	1 w	heart failure
RRAD	Ras-related associated with diabetes	1 w, 4 w	heart failure
SRF	serum response factor (c-fos serum response element-binding transcription factor)	1 w	cardiac hypertrophy
ZSWIM6	zinc finger, SWIM-type containing 6	1 w, 4 w	coronary artery disease

Interestingly, a multiple comparison between differentially expressed genes in the remote myocardial region at 1, 4, and 6 weeks after MI, highlighted common function categories associated with cardiac disease (cardiac arteriopathy, HF, and cardiac necrosis and cell death) sharing some genes altered over time (Table 3). 

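In RM at 1 week CREB5, a factor of the CREB family, fell (log2 FC -1.45, standard error 0.32, adjusted p = 0.0379), and it also fell in IC (-1.78). The actin regulator NHSL1 (-1.33 in RM and -2.67 in IC), FMO1, a monooxygenase (-1.82 and -2.54), AHCYL2 (-0.75 and -2.47), and the collagen receptor DDR2, FSTL4, KIAA1462 and NCOA7 (-1.30, -1.07, -1.64 and -1.26 in RM) fell at that stage. NEBL, a thin filament protein of the Z-disc, rose in RM (0.69, adjusted p = 0.0497) and had a log2 FC of 0.04 (adjusted p = 0.868) in IC. ZYX, a protein of focal adhesions, rose in RM (0.73, adjusted p = 0.0465) and in IC (1.47, adjusted p = 1.65e-06). At 4 weeks SPAG16 (-1.60), DDR2 (-1.21), PPP1R12B of myosin phosphatase (-0.97), the kinase STK39 (-0.91) and COL11A1 (-0.81) fell in RM. MAP4, a microtubule protein, rose in RM at 4 weeks (log2 FC 1.50, standard error 0.32, adjusted p = 0.0315) and fell in IC at 1 week (-1.99) and 6 weeks (-1.52). Thrombospondin THBS2 rose at 4 weeks in RM (1.11, adjusted p = 0.0259), as did the zinc carrier SLC39A11 (1.30, adjusted p = 0.041) and PSMF1 (0.99, adjusted p = 0.0332). The CM mean of SLC39A11 (2.17) lay below the filter's 3, so the size of its rise is not exact. The authors' NAV2 (1.82 at 4 weeks) is a probe set of SFRP1 by the platform, and their SPTBN1 (0.89) a probe set of FAU. DUSP6, a phosphatase of ERK, fell at 6 weeks in RM (log2 FC -1.13, standard error 0.20, adjusted p = 0.0361) and IC (-0.59) and rose in IC at 4 weeks (0.58). Of these names, FMO1, MAP4, PSMF1 and THBS2 are the platform's and the others are matches to human genes by the authors. The gene groups of Table 3 were drawn from the same arrays.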

Finally, IPA upstream regulator analysis did not reveal any transcription regulator (TR) altered in the remote myocardium at 1, 4, or 6 weeks post-MI.

**Table 3:** Functional categories related to cardiac disease commonly altered over time in the remote myocardium. w = weeks.

Category	Function Annotation	Temporal Stage	Related Genes	*P* value	Upregulated Genes	Downregulated Genes
Cardiac arteriopathy	coronary artery disease	1 w	17	4.4E-03	ADAMTS3, LRRC17, NEBL	AHCYL2, CREB5, DDR2, DOCK9, FAM107B, FAM78B, FMO1, FSTL4, KIAA1462, NCOA7, NHSL1, NPR1, PRKCH, ZSWIM6
	coronary artery disease	4 w	14	6.3E-02	AMY2B, MAP4, NAV2, PSMF1, SLC39A11, SPTBN1	COL11A1, DDR2, DOCK9, MBNL1, PPP1R12B, SPAG16, STK39, ZSWIM6
	coronary artery disease	6 w	3	1.7E-01	-	NFIA, MBNL1, MAP2K5
Heart failure	heart failure	1 w	3	1.2E-01	RRAD	RASSF1, NPR1
	heart failure	4 w	2	3.6E-01	RRAD, AMY2B	-
	cardiac decompensation of heart	6 w	1	2.1E-03	-	DUSP6
Cardiac necrosis/cell death	cell death of cardiomyocytes	1 w	1	4E-01	ZYX	-
	cell death of cardiomyocytes	4 w	2	9.9E-02	THBS2, MAOA	-
	apoptosis of heart	6 w	1	5.4E-03	-	MAP2K5

### Altered genes in the infarct core region after MI

In the infarct core tissue, we detected 8,587 probe sets, corresponding to 6,085 unique annotated HGNC genes, differentially expressed at 1, 4, or 6 weeks post-MI (Fig. S1A). 

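LYZ, the lysozyme of phagocytes, had the largest rise in IC at 1 week among the probe sets that pass the filter (log2 FC 7.49, standard error 0.83, adjusted p = 8.25e-07), and a probe set without a symbol that the filter removed had a log2 FC of 8.84. SPP1, the matrix protein osteopontin, rose by 6.09, 5.93 and 4.94 at 1, 4 and 6 weeks, the growth factor PTN by 6.06, 6.32 and 5.15, C1QTNF3 by 6.09, 6.18 and 5.59, and fibromodulin, FMOD, by 5.86, 6.85 and 6.45. The enkephalin precursor PENK (5.80 at 4 weeks) and keratocan, KERA (6.27 at 6 weeks), were among the other large rises. In CM the means of SPP1 (2.62), PTN (2.88), PENK (2.14) and KERA (0.96) lay below the filter's 3, so the sizes of these rises are not exact. The muscle gene ASB11 fell by 3.98, 4.03 and 2.38, metallothionein MT3 by 3.70, 3.35 and 2.54, and STC1 by 4.15 at 1 week and 2.94 at 6 weeks. PDK4, which closes pyruvate dehydrogenase, fell at 1 week (log2 FC -3.47, standard error 1.14, adjusted p = 0.0159), as did ADHFE1 (-3.63), the peptidase DPP4 (-3.78) and ABRA, a coactivator of SRF signalling (-3.53). At 4 weeks the hormone CCK (-3.32) and PPM1E (-3.38) fell, and at 6 weeks SLC25A46 (-2.27) and GNMT (-2.21). The IC means of SLC25A46 (2.07) and GNMT (2.52) at 6 weeks lay below 3, so the sizes of their falls are not exact. LYZ, FMOD, PENK, KERA and PPM1E are the authors' human matches.
Macrophage genes rose in IC: 12 of 12 at 1 week and 4 weeks and 11 at 6 weeks, with the same counts when adjusted over the list alone, among them TYROBP (3.40 at 1 week), AIF1 (3.45) and the lysosomal protein LAPTM5 (3.34). The list's median was 2.78 at 1 week (camera, adjusted p = 6.97e-07, and adjusted p = 0.215 with an estimated correlation) and 1.74 at 6 weeks. Of 12 complement genes, 9, 10 and 10 rose (10, 10 and 10 adjusted over the list alone), with C3 at 3.79 at 1 week, C1S at 2.93 at 4 weeks, and a median of 2.92 at 4 weeks (camera, adjusted p = 4.82e-06, and adjusted p = 0.162 with an estimated correlation). C1QA and C1QC belong to both lists. In RM no gene of these 2 lists passed, and camera placed complement higher in RM at 4 weeks (adjusted p = 0.03, but adjusted p = 0.744 with an estimated correlation). Of 7 genes of antigen presentation, 6, 6 and 0 rose in IC (7, 6 and 0 adjusted over the list alone), such as CD74 (1.87 at 1 week), with a median of 1.53, 1.19 and 0.32. Camera gave adjusted p = 0.00653 at 1 week, and adjusted p = 0.383 with an estimated correlation. Of 15 interferon genes, 7, 8 and 2 rose and UBD fell at 4 weeks (7, 9 and 1 rose adjusted over the list alone), with MX1 at 3.33 and ISG15 at 2.86 at 4 weeks (camera, adjusted p = 0.0118, and adjusted p = 0.358 with an estimated correlation).
Of 19 sarcomere genes, 11 fell in IC at 1 week, 15 at 4 weeks and 7 at 6 weeks (11, 16 and 7 adjusted over the list alone), and ACTC1, the cardiac actin, rose at 1 week (0.43). MYOM2 of the M-band fell by 3.24, telethonin, TCAP, by 1.73 and creatine kinase, CKM, by 1.48 at 1 week, and the median of the list was -0.90, -1.21 and -0.36. Camera called this list at 1 week (adjusted p = 0.00127) and not with an estimated correlation (adjusted p = 0.427). Of 16 genes of calcium handling and ion channels, 12, 13 and 12 fell and 1, 2 and 0 rose (12, 14 and 13, and 1, 2 and 2, adjusted over the list alone). The potassium channel KCNJ5 fell by 3.29 and the release channel RYR2 by 1.89 at 4 weeks, where another probe set of RYR2 rose (2.37) and camera gave adjusted p = 0.00309, and adjusted p = 0.258 with an estimated correlation. Of 9 cell cycle genes, 7 rose at 1 week and 3 at 4 and 6 weeks (8, 3 and 3 adjusted over the list alone), TOP2A by 3.64, 1.70 and 1.85, and camera gave adjusted p = 0.00496 at 1 week, and adjusted p = 0.215 with an estimated correlation. The differences of 3' and 5' probe sets of some spikes, which report labelling, and of actin also varied between the weeks, which limits a comparison of weeks. CM also differed from the stages in some of these controls, most at 4 and 6 weeks, so the comparisons with CM share this limit.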

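COL8A1, a short-chain collagen, rose in IC by 4.33 ± 0.52 at 1 week (log2 FC and standard error, n = 3, adjusted p = 2.28e-06), by 4.58 at 4 weeks and by 3.36 at 6 weeks, and the fibrillar collagen COL5A1 by 3.25, 3.20 and 3.04. Of 9 measured collagens, 7, 8 and 7 rose at 1, 4 and 6 weeks and none fell (7, 8 and 8 adjusted over the list alone), with a median of 1.41, 1.93 and 1.70. Camera called the list at each stage, with adjusted p = 0.00063 at 1 week (adjusted p = 0.193 with an estimated correlation), 2.1e-05 at 4 weeks (adjusted p = 0.0701 with an estimated correlation) and 5.46e-06 at 6 weeks (adjusted p = 0.0481 with an estimated correlation). Of 7 integrins, 2, 5 and 3 rose and ITGA5 fell at each stage (-0.80, -1.44 and -1.36), with the same counts when adjusted over the list alone. ITGB1 rose by 0.98, 0.89 and 0.72 and ITGB2, the chain carried by leukocytes, by 2.94, 1.79 and 1.34. Camera did not call the integrins (adjusted p = 0.396, 0.228 and 0.181). Both measured metalloproteinases rose at all stages, the gelatinase MMP2 by 3.18, 3.52 and 3.05 and MMP14 by 1.32, 1.75 and 1.40. Of 3 metalloproteinase inhibitors, 2, 3 and 2 rose: TIMP1 by 3.04, 2.35 and 1.80, TIMP2 by 1.84, 3.00 and 2.49, and TIMP3 at 4 weeks (1.43). These 2 lists were too small for a set test.
All 19 matrix glycoprotein and crosslinking genes rose at each stage, with a median of 2.74, 3.82 and 2.84, among them FN1 (4.64 at 1 week), the crosslinking enzyme LOX (3.82 at 4 weeks) and AEBP1 (5.75 at 6 weeks). Camera gave adjusted p = 6.04e-12 at 1 week, and adjusted p = 0.1 with an estimated correlation. All 12 fibroblast genes rose at each stage, by a median of 2.82, 3.20 and 2.67 (camera, adjusted p = 1.75e-10 at 4 weeks, and adjusted p = 0.0701 with an estimated correlation), such as periostin, POSTN (4.60 at 1 week), which is in both lists, and CCDC80 (4.89). Of 9 smooth muscle and pericyte genes, 6 rose and 2 fell at each stage (7, 6 and 6, and 2, 2 and 2, adjusted over the list alone), with calponin, CNN1, at 3.22 and smoothelin, SMTN, named after its value was seen, at -1.49 at 1 week (camera, adjusted p = 0.00653, and adjusted p = 0.193 with an estimated correlation). Set tests of this kind take genes as correlated to a fixed degree, and the calls of collagens at 1 and 4 weeks rest on that degree.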

Several extracellular matrix (ECM) and adhesion molecules genes (e.g. collagens, integrins, matrix metalloproteinases, and metalloproteinases inhibitors) were found upregulated in all temporal analyzed stages and lipid metabolism genes were found repressed over time (Tables S2, S3, S4, S5, S6, S7). IPA identified 277, 270, and 238 altered canonical pathways after 1, 4, and 6 weeks, respectively, with 219 of these pathways commonly altered over time. 

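Genes of the response to low oxygen went both ways in IC. HMOX1, the inducible heme oxygenase, rose at 1 week (log2 FC 2.53, standard error 0.31, adjusted p = 3.06e-06), at 4 weeks (1.15) and at 6 weeks (1.22). HIF1A, the oxygen-regulated factor, rose at 1 week (0.80, adjusted p = 0.0011) and had log2 FC 0.28 and 0.10 later. VEGFA, the growth factor of vessels, fell by 1.54, 1.53 and 1.20, though the authors name this probe set PTPRD, and carbonic anhydrase CA9 fell by 0.90 at 1 week. Of 10 hypoxia genes, 4, 2 and 1 rose and 4, 4 and 4 fell at 1, 4 and 6 weeks, the same adjusted over the list alone. Camera did not call the list (adjusted p = 0.962, 0.683 and 0.703), and at 6 weeks its median was 0.14 while its mean was -0.13. Of 17 glycolysis genes, 3, 1 and 1 rose and 10, 11 and 7 fell (3, 2 and 1, and 10, 11 and 7, adjusted over the list alone). Phosphofructokinase PFKM fell by 1.45, 2.73 and 1.05 and phosphoglycerate mutase PGAM2 by 1.63 at 1 week, while enolase ENO1 rose by 2.05, 1.56 and 0.84 and lactate dehydrogenase LDHA by 1.90 at 1 week. Camera called glycolysis at 4 weeks only (adjusted p = 0.0263, and adjusted p = 0.358 with an estimated correlation).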

The five main cardiovascular-related canonical pathways commonly found in this tissue region at the temporal post-MI examined stages were: apoptosis signalling, factors promoting cardiogenesis in vertebrates, hypoxia signalling in the cardiovascular system, human embryonic stem cell pluripotency, and cardiac hypertrophy signalling (Fig. 3A–B and Fig. S2). Fig. 3 lists differentially expressed genes from apoptosis signalling and factors promoting cardiogenesis canonical pathways with their corresponding log_2_ FC and adjusted *P* values. 

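APAF1, the scaffold that activates caspase 9, rose in IC at 1 week (log2 FC 3.14, standard error 0.28, adjusted p = 7.28e-08), 4 weeks (1.94) and 6 weeks (1.82). BAX, which opens the mitochondrial outer membrane, rose by 1.71, 1.42 and 1.06, and the mitochondrial protease HTRA2 by 1.90, 2.32 and 2.22. BID rose by 1.00 ± 0.19, CASP2 by 0.90 and CASP6 by 0.60 at 1 week, when another probe set of CASP2 fell (-0.53). ENDOG, AIFM1, DIABLO and CYCS, whose products, like that of HTRA2, can leave mitochondria in apoptosis, fell, ENDOG by 1.72, 1.90 and 1.37, AIFM1 by 1.57 and DIABLO by 0.39 at 1 week, and CYCS, which encodes cytochrome c, by 2.33 at 4 weeks. BCL2L1, which guards the outer membrane, fell by 1.48, 1.13 and 0.62, and CFLAR, which blocks caspase 8, by 0.82 at 1 week, while BIRC6 (0.54, adjusted p = 0.00241) and API5 (0.68) rose at 1 week. Of 13 measured pro-apoptotic genes, 9, 8 and 6 rose and 3, 4 and 4 fell in IC at 1, 4 and 6 weeks (9, 9 and 7, and 4, 4 and 4, adjusted over the list alone). Of 8 anti-apoptotic genes, 2, 1 and 0 rose and 3, 3 and 4 fell, the same adjusted over the list alone. In RM only BAD passed, which rose at 1 week (0.59, adjusted p = 0.0383) and 4 weeks (0.59, adjusted p = 0.0388). Camera called neither list in IC, with adjusted p = 0.0842, 0.201 and 0.193 for the pro-apoptotic and 0.625, 0.565 and 0.306 for the anti-apoptotic genes. APAF1 and HTRA2 are the authors' human matches, and the BCL2L11 probe set named here did not pass the filter. No probe set was named BIRC2, BIRC3 or XIAP here, where the authors' matches are held only in part.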

In the apoptosis pathway, changes in gene expression affected 48 genes, including 22 overexpressed pro-apoptotic and 22 downregulated anti-apoptotic genes at all time points. 

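ROCK1, a kinase that drives actin contraction and the blebbing of dying cells, was not called in IC at any stage on the probe set with the highest mean. Its log2 FC was 0.32 (adjusted p = 0.287) at 1 week, 0.17 (adjusted p = 0.588) at 4 weeks and -0.30 (adjusted p = 0.345) at 6 weeks (standard error 0.25, n = 3). Another probe set of ROCK1 fell at 6 weeks (-1.35, adjusted p = 0.01). No probe set was named BCL2, MAP2K1 or PRKCE here, where the authors' matches are held only in part. The paper reports changes of these genes, so they could not be compared.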

The remaining four genes (BCL2, MAP2K1, PRKCE, and ROCK1) were both up- and downregulated in a time-dependent manner, according to infarct progression (Fig. 3A). Among factors promoting cardiogenesis, 23 of the 38 altered genes were upregulated and 13 downregulated; the 2 remaining genes (FZD4 and PRKCE) decreased at 1 week and increased at both 4 and 6 weeks (Fig. 3B).

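TBX5 and GATA4, transcription factors of the developing heart, fell in IC at 1, 4 and 6 weeks, TBX5 by 2.71, 1.94 and 1.42 and GATA4 by 0.77, 0.81 and 0.70 (standard error 0.30 and 0.19 at 1 week, n = 3). The Wnt receptor FZD4 had log2 FC -0.33 (adjusted p = 0.332) at 1 week and 0.53 (adjusted p = 0.121) at 4 weeks, and rose at 6 weeks (0.78, adjusted p = 0.0301), when another probe set of it fell (-0.55, adjusted p = 0.0347). FZD2 rose by 1.12, 1.45 and 0.93, while FZD5 fell by 1.23, 1.72 and 0.72. Secreted modulators of Wnt rose at all stages, SFRP1 by 6.03, 6.20 and 5.98 and DKK3 by 2.84, 3.86 and 3.39. Of 10 Wnt genes, 5, 7 and 7 rose and FZD5 alone fell, the same adjusted over the list alone. Camera gave adjusted p = 0.143 at 1 week, 0.00723 at 4 weeks (adjusted p = 0.0701 with an estimated correlation) and 0.00594 at 6 weeks (adjusted p = 0.0481 with an estimated correlation). TGFB2 rose by 1.58, 1.60 and 1.47, the receptors TGFBR1 by 2.30 and TGFBR2 by 1.29 at 1 week, and BMP1, which cleaves procollagen, by 1.96. BMP4 rose at 4 weeks only (0.93, adjusted p = 0.00342). Of 15 genes of TGF-β and BMP signalling, 8, 8 and 6 rose and 1, 2 and 2 fell (8, 8 and 6, and 2, 2 and 2, adjusted over the list alone), and camera did not call the list (adjusted p = 0.0635, 0.089 and 0.0964). In RM, on the probe set used for each gene, only the one with the names FRK and BMPR1B passed in these lists, and a second probe set of SFRP1, which the authors name NAV2, rose at 4 weeks (1.82, adjusted p = 0.0398). TBX5 and TGFBR2 are the authors' human matches, and LEF1 and TGFBR3 did not pass the filter.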

**Figure 3:**
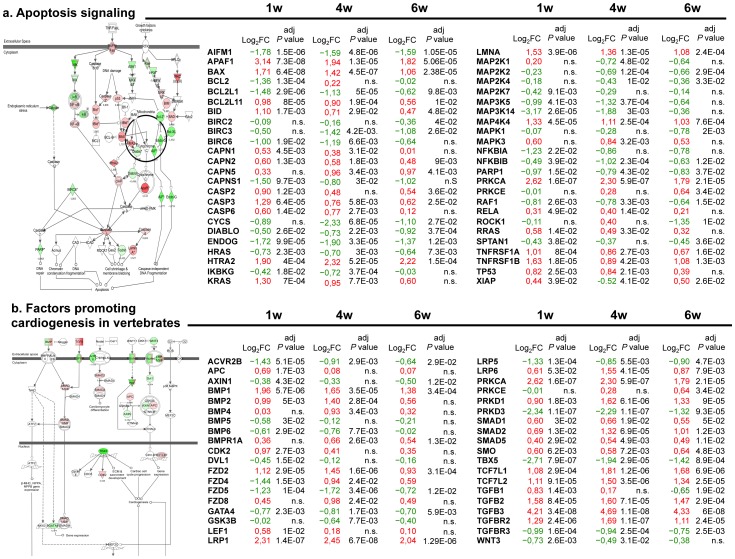
Altered canonical pathways in the infarct core tissue commonly identified at 1, 4, and 6 weeks post-MI (1). IPA software recognized differentially expressed genes from five cardiovascular-related canonical pathways at the three temporal analyzed stages. Schematically representation at 1 week post-MI is detailed for **a** apoptosis signalling and **b** factors promoting cardiogenesis canonical pathways (left panels), showing both upregulated and downregulated molecules (red or green filled, respectively). Genes with their corresponding log_2_ FC and adjusted *P* value at 1, 4, and 6 weeks post-MI are also listed. w = weeks; red value = upregulated gene; green value = downregulated gene.

A further analysis in the infarct core region revealed differentially expressed TRs with altered genes downstream at 1,4, and 6 weeks post-MI (20, 23, and 16 altered TRs, respectively) (Table S8). 

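TWIST1, a helix-loop-helix factor of mesenchyme, rose in IC at 1 week (log2 FC 1.47, standard error 0.31, adjusted p = 0.00069), 4 weeks (2.00) and 6 weeks (1.64). MBD2, which binds methylated DNA, rose by 1.30, 0.91 and 0.61, and SMAD1, which carries BMP signals, by 0.60 ± 0.22 at 1 week. The probe set that the authors name JARID1B, a histone demethylase, is CALM3, a calmodulin, by the platform, and it rose by 0.85, 0.82 and 0.87. PPARGC1A, the coactivator that drives the making of mitochondria, fell by 3.13, 2.96 and 1.42 (standard error 0.47), and HEY2, a Notch target of ventricular muscle, by 2.37, 1.89 and 1.88. MYOCD, the muscle coactivator of SRF, fell by 1.88, 1.56 and 1.24, EPAS1 by 1.14, 1.04 and 1.37, and SATB1 by 0.94, 2.19 and 1.14. JUN fell by 1.49, 1.47 and 1.37. One probe set of PPARD, a nuclear receptor of fatty acids, fell at 1, 4 and 6 weeks, by 0.58, 0.63 and 0.36. The other one rose at 1 week (0.43, adjusted p = 0.00303) and had log2 FC -0.11 (adjusted p = 0.436) at 4 weeks and -0.24 (adjusted p = 0.0774) at 6 weeks, and the mean of both was -0.08 at 1 week. TWIST1, JUN and SATB1 are the authors' human matches. No probe set was named NOTCH3 or HEY1 here. The paper gives log2 FC for both, so its full annotation names them, and the authors' matches are held here only in part. A log2 FC of a regulator is its own mRNA level and not its activity.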

Interestingly, among these altered TRs, 13 of them were shared in all temporal analyzed stages: JARID1B, MBD2, NOTCH3, SMAD1, and TWIST1 were permanently upregulated although EPAS1, HEY1, HEY2, JUN, MYOCD, PPARD, PPARGC1A, and SATB1 were persistently downregulated over time.

### Temporal gene expression patterns identified in the infarct core tissue post-MI

A total of 8,619 differentially expressed probe sets were detected in the infarcted porcine heart (Fig. 2A). Among these differentially expressed transcripts eight main time-dependent gene patterns were identified on a paired-base method for each temporal stage (Fig. 1). Patterns 1 and 2 identified sustained gene up- or downregulation over time, respectively; 3,174 probe sets were upregulated and 3,616 transcripts were downregulated at the studied stages of infarct progression (Fig. 4A). 

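CILP, a matrix protein of scar fibroblasts, rose in IC over RM of the same pigs by 5.88 ± 0.68 at 1 week, 5.77 at 4 weeks and 6.12 at 6 weeks (log2 FC and standard error, n = 3 pigs). PTN rose by 6.51, 5.20 and 5.47 over RM, and COL12A1, a collagen of fibril surfaces, by 4.96, 5.12 and 5.35. The chemokine CXCL14 (5.15 at 1 week, adjusted p = 5.15e-05), GPNMB, a glycoprotein of macrophages (5.09 at 4 weeks, adjusted p = 0.000153), and POSTN (4.88 at 4 weeks, adjusted p = 1.44e-06) also rose over RM. The RM means of PTN at 1 week (2.43) and 6 weeks (2.57), CXCL14 (2.35) and GPNMB (2.68) lay below the filter's 3, so the sizes of these rises are not exact. AGT, the angiotensin precursor, fell at 1 week (log2 FC -3.49, standard error 0.42, adjusted p = 9.54e-05), PPARGC1A by 3.00 at 4 weeks, and the tight junction gene CLDN7 (-2.17, adjusted p = 0.000256) and the phosphodiesterases PDE3A (-1.96, adjusted p = 0.000183) and PDE4B (-1.91, adjusted p = 0.00136) at 6 weeks, when another probe set of PDE3A rose (0.76, adjusted p = 0.00422). The IC mean of CLDN7 at 6 weeks (2.84) lay below 3, so the size of its fall is not exact. The short-chain reductase DHRS4 fell by 3.06 at 4 weeks and 1.91 at 6 weeks.
IC differed from RM of the same pigs in 6407 probe sets at 1 week (3013 higher and 3394 lower), 6664 at 4 weeks (3100 higher and 3564 lower) and 5807 at 6 weeks (2758 higher and 3049 lower). Each DEPS was given a pattern by the sign of its mean IC minus RM difference at the 3 stages. Pattern 1, higher at all stages, held 3539 of the 8619 DEPS, and pattern 2, lower at all stages, held 4089. Their median differences at 1, 4 and 6 weeks were 0.80, 0.81 and 0.72 in pattern 1 and -0.68, -0.73 and -0.60 in pattern 2. The paired limma test passed at all 3 stages for 1994 probe sets of pattern 1 (56.3%) and 2262 of pattern 2 (55.3%). DEPS were chosen against CM on the same IC and RM arrays, so the pattern counts are descriptive and carry no p. Centring the arrays on ribosomal protein genes made the counts 2314 and 5957. Cyclic loess made them 3969 and 3641, so which pattern was larger depended on the scaling. COL12A1 is the authors' human match.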

A subsequent functional analysis of patterns 1 and 2 transcripts identified genes related to several functional categories, including cardiovascular disease (913 genes), genetic and connective tissue disorders (3,119 genes), cell death (776 genes), tissue development (203 genes), cell cycle (414 genes), and cellular growth and proliferation (528 genes). Fig. 4B shows heat maps of functional clusters for each category. Remarkably, all genes related to ischemia and atherosclerosis (pertaining to the cardiovascular disease category), connective tissue disorder, and cell growth and proliferation were persistently upregulated at all temporal studied stages.

**Figure 4:**
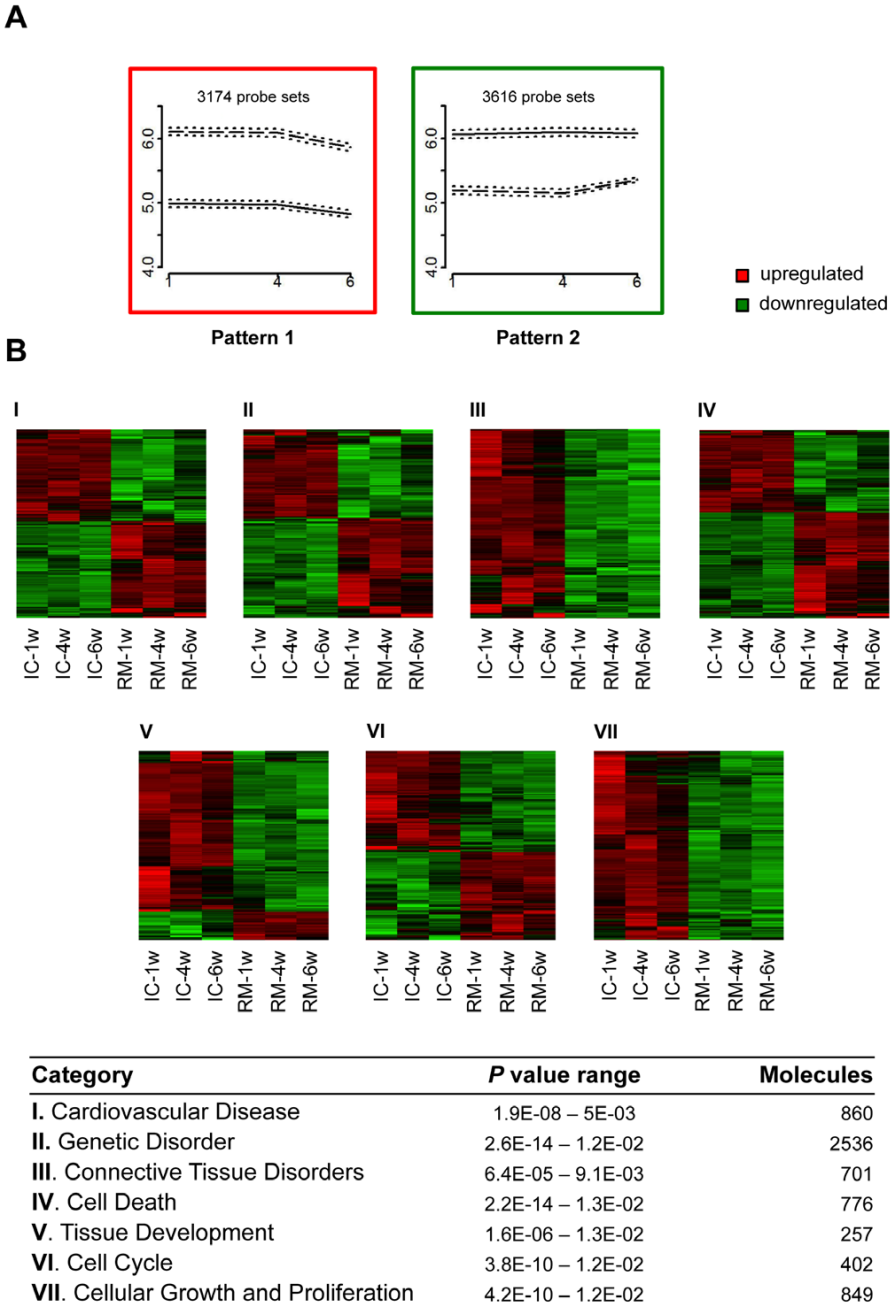
Top temporal patterns, comprising the majority of differentially expressed genes in infarct core tissue, clustered within function categories. **a** Probe sets with a similar sustained expression over time in infarct core are shown depending on the regular upregulation (pattern 1, graph framed in red) or downregulation (pattern 2, graph framed in green). In both graphs, mean of log_2_ FC for probe sets with 95% CI were plotted. Solid line = remote myocardium, dashed line = infarct core and dotted lines = 95% CI for mean. X axis relates to weeks and Y axis relates to log_2_ FC. **b** Heat maps of functional clusters from patterns, comparing remote myocardium and infarct core gene expressions. Each row represents a different probe set, and columns pertain to remote myocardium or infarct core samples at temporal stages specified. *P* value range and number of molecules pertaining to each function category identified by IPA are detailed. IC = infarct core; RM = remote myocardium; w = weeks.

Six additional temporal patterns (patterns 3 to 8) were identified, including a total of 411 regulated probe sets (Fig. 5). 

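SCARA5, a ferritin receptor of fibroblasts, was lower in IC than in RM of the same pigs at 1 week (log2 FC -1.64, adjusted p = 0.00144) and higher at 4 weeks (0.96, adjusted p = 0.024) and 6 weeks (1.11, adjusted p = 0.0145). A probe set of GSN, which severs actin filaments, went the same way (-0.51, 0.62 and 0.98, adjusted p = 0.0346, 0.0135 and 0.00154), while the other probe set of GSN had 0.08 at 1 week. ADAMTS3 was lower at 1 week (-1.49) and higher at 4 weeks (1.41), and the MAP kinase phosphatase DUSP1 likewise (-0.92 and 0.66). PLIN2 went the other way, higher at 1 week (1.81, adjusted p = 4.8e-05) and lower at 4 weeks (-0.56, adjusted p = 0.0318, a call lost with the pig as a random block), and CPPED1, a phosphatase, was higher at 1 week (0.63) and lower at 6 weeks (-0.66). The RM mean of PLIN2 at 1 week (2.83) lay below the filter's 3, so the size of its difference at that stage is not exact. Genes with calls of both signs were rare. Only 4 probe sets of pattern 3, 15 of pattern 4 and 1 each of patterns 6, 7 and 8 passed the paired limma test with one sign at one stage and the other sign at another.
By the signs of the mean differences, pattern 3 held 203 probe sets, pattern 4 held 301, pattern 5 held 164, pattern 6 held 125, pattern 7 held 88 and pattern 8 held 110, which is 991 together. Of these, 5 passed at all 3 stages. Restricting the patterns to DEPS with a paired call in at least 1 stage left 409 in patterns 3 to 8, a choice made after the data were seen. The median differences in these patterns were small, 0.16, -0.19 and -0.24 at 1, 4 and 6 weeks in pattern 3 and -0.18, 0.31 and 0.38 in pattern 4. Without the filter the 6 patterns held 1647, and with a stricter filter 633. Pigs differ between the stages, and the RNA quality probe sets differed with them.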

Pattern 3 and 4 comprised probe sets that were up- or downregulated, respectively, at week 1 whose expression shifted early, prior to week 4. These included mainly categories of cellular growth and proliferation (45 genes), cell cycle (20 genes), and cardiovascular disease (37 genes). The fifth and sixth patterns of probes included those up- or downregulated, respectively, at week 1 whose expression shifted late by week 4. Here, we mainly found genes involved in cell death (13 genes) and cardiovascular disease (15 genes) categories. Finally, patterns 7 and 8 were defined as genes showing a “V” or “Λ” shape. These are genes upregulated at weeks 1 and 6, and downregulated at week 4 (33 genes, 6 of them associated with cell cycle) or vice versa (42 genes, including 5 genes associated with protein synthesis).

**Figure 5:**
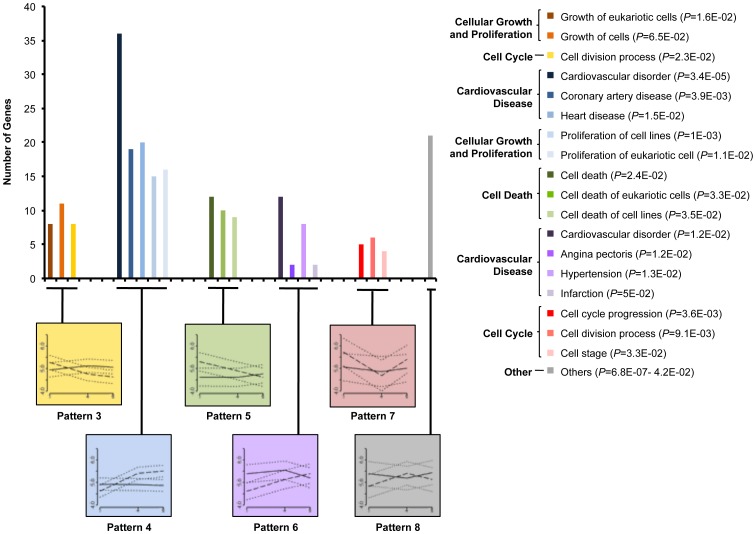
Secondary temporal patterns of differentially expressed genes in infarct core tissue clustered within functional groups. Representative categories, divided in function annotations, are plotted. Related temporal expression patterns of the original probe sets over time are also showed in the corresponding graphs at bottom. For each temporal pattern, mean of log_2_ FC for probe sets with 95% CI were computed. Solid line = remote myocardium, dashed line = infarct core and dotted lines = 95% CI for mean. X axis relates to weeks and Y axis relates to log_2_ FC. *P* value ranges for function annotations are included in the graph legend.

### Validation of microarray results by qRT-PCR

To validate microarray data, we selected ten genes (ACVR2B, BID, BMP2, BMPR1A, LMNA, NFKBIA, SMAD1, TGFB3, TNFRSF1A, and TP53) from two canonical pathways previously distinguished in the infarct core region and performed qRT-PCR with the same RNA samples obtained for microarray experiments. 

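On the arrays TGFB3 rose in IC at 4 weeks (log2 FC 4.69, standard error 0.34, adjusted p = 1.11e-08) and 6 weeks (4.33). LMNA, which encodes the lamins of the nuclear envelope, rose by 1.16, 1.07 and 0.62 at 1, 4 and 6 weeks. BID, which links death receptors to mitochondria, rose by 0.56 at 4 weeks and 0.47 at 6 weeks, and SMAD1 by 0.66 and 0.55. The BMP receptor BMPR1A had log2 FC 0.36 (adjusted p = 0.0778) at 1 week and rose at 4 weeks (0.66, adjusted p = 0.00256) and 6 weeks (0.54, adjusted p = 0.0127). NFKBIA, the inhibitor of NF-κB, fell at 1 week (-1.23, adjusted p = 0.0221) and had -0.86 (adjusted p = 0.0983) at 4 weeks and -0.78 (adjusted p = 0.142) at 6 weeks. The ACVR2B probe set named here did not pass the filter. No probe set was named BMP2 here, where the authors' matches are held only in part. In RM none of the measured genes of this group passed at any stage. The tests are limma's against CM with 3 arrays per group, and qRT-PCR values are not among the deposited data.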

Significant differences were observed in expression levels of 60% of the validated genes by qRT-PCR between the infarct core and the healthy myocardial regions. Furthermore, Spearman's correlation coefficients of 0.74 (*P*<0.001), 0.77 (*P*<0.001), and 0.58 (*P*<0.001) indicated a moderate-high concordance between microarray results and data obtained by qRT-PCR at 1, 4, and 6 weeks, respectively (Fig. 6).

**Figure 6:**
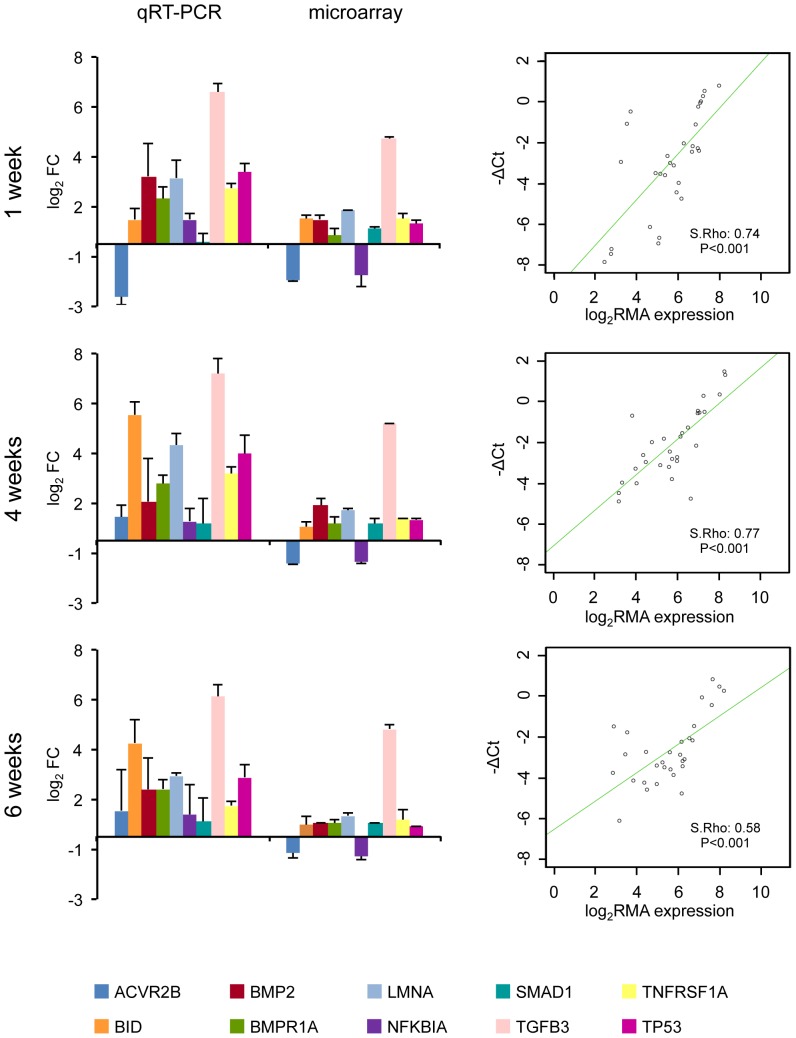
Fold change comparison based on qRT-PCR results and microarray expression data for ten selected genes in the infarct core region. qRT-PCR gene expression signals were normalized to PGK1 housekeeping gene. Data represents mean ± sd of log_2_ FC. Scatter plots of −ΔCt qRT-PCR and microarray log_2_ FC expression with regression lines and Spearman's correlation were showed at 1, 4, and 6 weeks post-MI. FC = fold change.

## Discussion

We evaluated myocardial gene expression alterations due to MI by microarray screening in the swine model. The goal of our study was not to identify all differentially expressed genes between MI and physiological condition, but rather identify sets of genes altered during different stages of LV remodelling, to better understand the underlying molecular basis of the disease. We identified more than 8,000 different probe sets with altered expression in the remodelling myocardium and, by using bioinformatics tools, we recognized functional gene clusters, which may provide much more biological information rather than listing single genes [20]. The cluster analysis showed gene specific expression patterns with related functions both in the infarct core and remote myocardium at 1, 4, and 6 weeks post-MI, revealing molecular footprints associated with different stages of infarct progression. Nevertheless, myocardial remodeling following infarct is an evolving process where many more genes than those found at the different temporal analyzed stages (1, 4, and 6 weeks) could be altered. Results obtained by microarray were also supported by verification of the expression of ten de-regulated genes by qRT-PCR.

Several array-based studies of human HF have distinguished transcripts with altered expression [21]–[27]. Most of the human myocardial samples have been acquired as biopsies with different conservation method, from rejected hearts for transplantation or as explants of diseased myocardium. Furthermore, some studies have shown that cardiomyopathy of different aetiologies exhibits different patterns of gene expression [22], [28]. Contrary, one study comparing the gene expression of ischemic and non-ischemic cardiomyopathy found no differentially expressed genes [29]. Thus, mixed aetiology of these studies together with different ages and sex of patients, have contributed to increase the biological variability of the samples making extremely difficult to determine simply by arrays which gene products are responsive to HF.

Large animal models, with a close physiology to humans, are essential to study the pathophysiological changes associated with ischemic heart disease before clinical translation. Recently, Kuster and colleagues have performed a transcriptional genomics approach 3 weeks after MI induction in swine [30]. They compared non-infarcted remote myocardium after infarct with myocardial samples from sham-surgery to identify candidate transcription factors mediating the genetic reprogramming involved in post-MI LV remodelling [30]. Here, we examined changes in gene expression at three different temporal stages of infarct progression (1, 4, and 6 weeks) in the porcine model including infarct core, non-infarcted remote myocardium and control myocardium from healthy animals. This was based on previously published microarray data, which identified region-specific gene expression in comparisons of ventricular free wall versus interventricular septum [27], [31]–[33]. Work performed by Walther's group have reported that MI in the rat model triggers B_2_-receptor upregulation in the infarcted left ventricle, as well as in the non-infarcted parts of the heart, the right ventricle and in the interventricular septum, demonstrating that these regions also undergo a remodelling after induction of MI [31]. Importantly, our data obtained from microarray analysis in the porcine post-MI model, the animal model with the highest similarity to the human heart in size and physiology [12], support this hypothesis. We showed that MI alters gene expression not only in the infarct core but also in the remote myocardial region.

Among these de-regulated genes in the whole heart, we identified some genes associated with cardiac diseases like cardiac arteriopathy, arrhythmia, and HF. One of them, NPR1, also NPR-A, is one of the three known single membrane-spanning natriuretic peptide receptors in mammals [34]. The murine NPR-A gene has been disrupted by two separate laboratories obtaining null animals with high blood pressure, cardiac hypertrophy, and ventricular fibrosis [35], [36]. Particularly, mice lacking a functional NPR1 gene coding for NPR-A have elevated blood pressures and hearts exhibiting marked hypertrophy with interstitial fibrosis resembling that seen in human hypertensive heart disease [36]. Furthermore, transgenic mice with the NRP1 gene deletion targeted specifically to cardiac tissue exhibited cardiac hypertrophy in the absence of systemic hypertension [37], demonstrating conclusively that NPR1-signaling functions as an intrinsic inhibitor of myocyte growth. Cardiac fibrosis is a classical feature of hypertrophy and is characterized by the expansion of the ECM due to the accumulation of collagen, particularly collagen types I and III [38]. Moreover, TGF-β promotes the proliferation of fibroblasts, stimulates ECM protein production while inhibiting its degradation by induction of antiproteinases or reduction of metalloproteases [38]. It has been demonstrated that TGF-β1 induces collagen I and III mRNA in atrial samples and in isolated cardiac fibroblasts [39], and transgenic mice overexpressing TGF-β1 develop cardiac hypertrophy and interstitial fibrosis [40]. 

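TGFB3 rose in IC at 1 week (log2 FC 4.22, standard error 0.34, adjusted p = 3.38e-08), and its log2 FC in RM was 0.69 (adjusted p = 0.387). TGFB1 rose in IC at 1 week (log2 FC 0.55, standard error 0.21, adjusted p = 0.0372), had -0.03 at 4 weeks and fell at 6 weeks (-0.65, adjusted p = 0.0191). COL1A1 rose by 4.60 ± 0.31 in IC at 1 week, COL1A2 by 3.23 ± 0.30 and COL3A1 by 2.09 ± 0.24 on the probe sets that the authors matched to them, against 0.88, 0.73 and 0.49 in RM, which did not pass. The platform's own probe set of COL1A2 rose by 0.99, and that of COL3A1 had log2 FC -0.46 (adjusted p = 0.0918). Of 7 measured genes of natriuretic peptide and angiotensin signalling, 2 rose and 3 fell in IC at 1 week, 3 rose and 1 fell at 4 weeks, and 2 rose and 1 fell at 6 weeks, and 2 fell at 6 weeks adjusted over the list alone. The angiotensin precursor AGT (-3.14, adjusted p = 0.000486), the endothelin receptor EDNRA (-1.95, adjusted p = 1.87e-07) and the angiotensin receptor AGTR1 (-1.21, adjusted p = 0.0018) fell at 1 week, and the peptide EDN1 rose (1.01, adjusted p = 0.0347). None of the list passed in RM, where 1 gene fell at 1 week adjusted over the list alone. Camera did not call the list in IC (adjusted p = 0.639, 0.683 and 0.668), and at 1 week its median (0.18) and mean (0.46) were positive while camera ranked it lower. NPR1 is not in the list, since the platform gives its probe set no symbol.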

Here, we found NPR1 gene downregulated early 1 week post-MI both at remote myocardium and infarct core regions, and TGF-β1, TGF-β3, and collagen types I and III genes upregulated only in the infarct core tissue at this temporal stage. These findings suggest that NPR1 could trigger hypertrophic pathways in the whole heart and TGF-β signalling may promote interstitial fibrosis via stimulating collagen types I and III gene transcription in the infarcted myocardial region.

Although we observed a marked altered gene expression in the infarct core region, there were 28 de-regulated genes exclusively in the remote myocardium in at least one of the three temporal analyzed stages. Importantly, some of these genes were associated with cardio-related functions, i.e. SRF. Several recent findings from transgenic studies and human disorders indicate the importance of SRF in the myocardium. Heart-specific overexpression of SRF in transgenic mice led to the development of cardiac hypertrophy and cardiomyopathy [41], whereas overexpression of a mutant dominant-negative form of SRF led to a severe dilated cardiomyopathy [42]. Interestingly, here we demonstrated for the first time overexpression of SRF early at 1 week post-MI not only in the infarct core but also in the remote myocardial region.

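In IC, SRF had log2 FC -0.36 at 1 week (standard error 0.22, adjusted p = 0.181, n = 3), and it fell at 4 weeks (-0.61, adjusted p = 0.0262) and 6 weeks (-0.63, adjusted p = 0.0264). In RM, where SRF rose at 1 week, its log2 FC was 0.49 (adjusted p = 0.275) at 4 weeks and 0.25 (adjusted p = 0.684) at 6 weeks. The probe set carries the authors' name only, and the tests are those of limma against CM.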

The nature and extent of gene expression varied with time. When coronary occlusion lasts from 24 hours to several weeks, the injured myocardium responds with increased expression of genes associated with apoptosis and ECM production and decreased expression of energy production-related genes [5], [43]–[45]. Accordingly, here we found 48 de-regulated genes in infarct core region promoting cellular apoptosis, including 22 pro-apoptotic overexpressed genes (e.g. APAF1, BAX, BCL2L11, BID, CASP2, CASP3, CASP6, HTRA2, and TP53) and 22 anti-apoptotic downregulated genes (e.g. BCL2L1, BIRC2, BIRC3, BIRC6, ENDOG, HERAS and XIAP) over time. Moreover, several ECM remodelling-related genes (e. g. collagens, integrins, matrix metalloproteinases, and metalloproteinases inhibitors) showed steady upregulation up to 6 weeks post-MI in the infarct core region. In addition, genes involved in lipid metabolism with prevalence of those involved in catabolism of fatty acids (e.g. enoyl-coenzyme A (CoA) isomerase, dienoyl-CoA reductase, hydroxyacyl-CoA dehydrogenase, ketoacyl-CoA thiolase), were also consistently repressed until 6 weeks post-infarction.

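In IC 4 enzymes of fatty acid breakdown fell at 1, 4 and 6 weeks: the enoyl-CoA isomerase ECI1 by 1.57 ± 0.14, 1.78 and 0.98 (log2 FC, with the standard error at 1 week, n = 3), the dienoyl-CoA reductase DECR1 by 1.30, 1.63 and 1.03, the hydroxyacyl-CoA dehydrogenase HADH by 1.25, 1.56 and 0.95, and the ketoacyl-CoA thiolase ACAA2 by 1.98, 2.12 and 1.25. LPL, which frees fatty acids in vessels, fell by 1.82 and the acyl-CoA ligase ACSL1 by 1.96 at 1 week. CPT1A, the liver form of the enzyme that admits fatty acids to mitochondria, rose by 0.99, 2.12 and 1.33. Of 23 measured genes of fatty acid oxidation, 20, 20 and 18 fell and 1, 1 and 1 rose (20, 20 and 19, and 1, 1 and 1, adjusted over the list alone), with a median of -1.39, -1.56 and -1.03. The paper states that injured myocardium lowers its genes of energy production after an occlusion. All 20 genes of the citric acid cycle fell at each stage, with the same counts when adjusted over the list alone, among them citrate synthase, CS (-1.07 at 1 week), SDHB (-1.76) and PDHA1 of pyruvate dehydrogenase (-1.65), and their median was -1.15, -1.58 and -0.91. Of 54 genes of oxidative phosphorylation, 51, 53 and 52 fell, the same adjusted over the list alone, such as NDUFS7 (-2.26 at 1 week), NDUFA9 (-1.76) and NDUFV1 (-1.74) of complex I, with a median of -1.07, -1.44 and -0.85. COX6A1, the non-muscle form of a cytochrome oxidase subunit, named after its value was seen, rose by 1.02, 1.29 and 0.83.
Camera gave adjusted p = 7.12e-07 for fatty acid oxidation at 1 week, and adjusted p = 0.215 with an estimated correlation. For the citric acid cycle it gave 2.86e-08, and adjusted p = 0.215 with an estimated correlation, and for oxidative phosphorylation 7.58e-15, and adjusted p = 0.215 with an estimated correlation. In RM none of the genes of these 3 lists passed at any stage on the probe set used for each gene, also when adjusted over the list alone. At 4 weeks a second probe set of ACADVL rose in RM (1.67, adjusted p = 0.0017) and a second one of NDUFB5 fell (-1.28, adjusted p = 0.046). Of 19 sarcomere genes, which mark cardiomyocytes, 11, 15 and 7 fell in IC at 1, 4 and 6 weeks (camera at 1 week, adjusted p = 0.00127, and adjusted p = 0.427 with an estimated correlation). The 4 enzymes named first were picked by the authors from these samples.

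**Figure D1:**
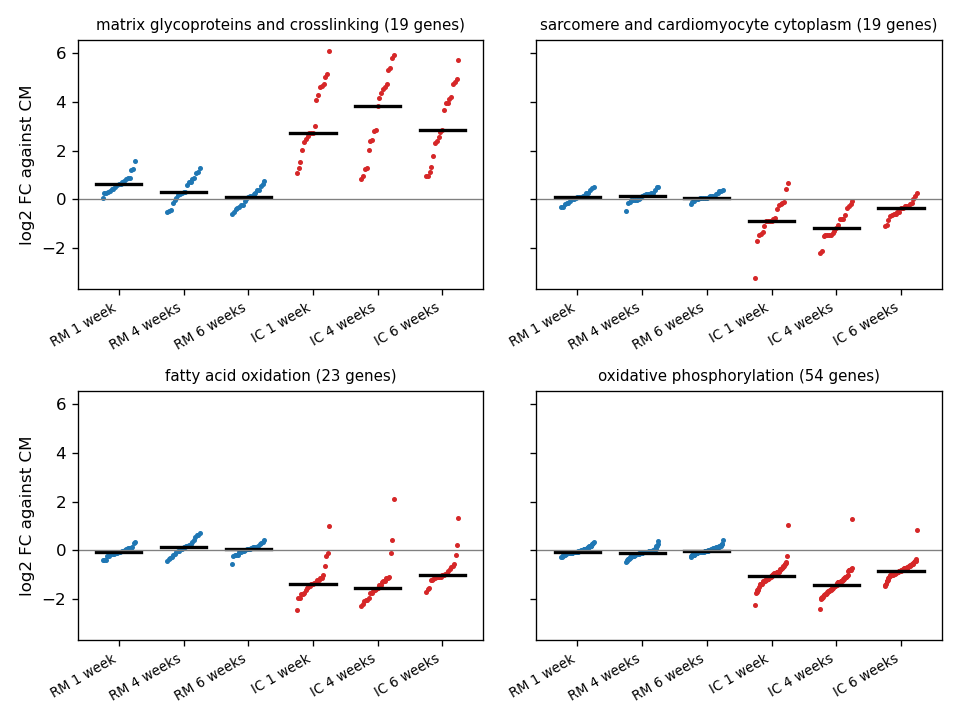
Log2 FC against control myocardium of the measured genes of 4 fixed lists in remote myocardium (RM) and infarct core (IC) at the 3 stages. Each point is 1 gene and each bar is the median of the list. Values are limma estimates with n = 3 arrays per group.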

The apoptotic mechanisms are complex and involve different energy-dependent molecular events, including signals which regulate apoptosis via the extrinsic pathway (death receptor pathway), and intracellular inducers regulating the intrinsic apoptotic signalling pathway (mitochondrial pathway) [46]. The extrinsic pathway begins outside the cell through activation of pro-apoptotic receptors on the cell surface, no depending on the cellular stress signals like ischemia, hyperthermia, and toxins as intrinsic pathway does. Normally, in this intracellular pathway pro-apoptotic proteins released from the mitochondria activate caspase proteases and trigger apoptosis. Interestingly, there is an extrinsic-intrinsic pathway overlap and integration due to BID, a pro-apoptotic member of the Bcl-2 family. BID activates caspase-9, an initiator caspase that activates the executing caspases directly responsible for cell death itself [47]. However, in the majority of conditions this overlap is minimal, and the two routes operate independently [48]. According to this, we could expect that most of de-regulated apoptotic genes found in our model after MI belonging to intrinsic pathway. However, BCL2L11, BID, TNFRSF1A and TNFRSF1, genes related to extrinsic pathway, were also de-regulated. 

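TNFRSF1A, the death receptor of tumour necrosis factor, rose in IC at 1 week (log2 FC 1.01, standard error 0.22, adjusted p = 0.000776), 4 weeks (0.86) and 6 weeks (0.67). TNFRSF1B, the second receptor of that cytokine, rose by 1.63, 0.89 and 1.08. The adaptors that couple these receptors to caspases, FADD and TRADD, rose at 1 week (0.80 and 0.69) and 4 weeks (0.55 and 0.62), and had log2 FC 0.31 (adjusted p = 0.132) and 0.36 (adjusted p = 0.0736) at 6 weeks. In RM none of these 4 genes passed. FADD and TRADD were named after their values were seen. TNFRSF1B is carried by leukocytes, whose markers rose in IC too. The values are limma's against CM, with 3 arrays in each group.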

A recent study described BAX, a gene activated by BID [49], as a new target of gene therapy to reduce infarct size and improve ventricular function after MI [50]. This idea reinforces our findings which elucidate that upregulation of BID could activate BAX pro-apoptotic function. Further research, both *in vitro* and *in vivo*, is required to assess whether controlling BID apoptotic signaling may contribute to improve cardiac function after MI. In our study, some TRs were altered over time in the infarct core region. We detected TWIST1 overexpressed until 6 weeks post-MI. The Twist family of basic helix-loop-helix (bHLH) transcription factors including TWIST1/2, HAND1/2, Scleraxis, and Paraxis, play a variety of roles in both embryonic development and diseases [51]–[53]. A study performed with transgenic mice overexpressing HAND1 and TWIST1 in cardiomyocytes reported pathological cardiac remodelling leading to HF and sudden death [54]. On the other hand, PPARD is a critical regulator of fatty acid oxidation in cardiac tissue and its lack of expression has been associated with the onset of cardiac failure [55]. Indeed, mice with cardiac-specific deletion of PPARD develop age-dependent cardiac lipotoxicity, cardiac hypertrophy, end-stage dilated cardiomyopathy, and decreased survival [55]. Here we demonstrated persistently downregulation of this TR at all temporal analyzed stages in the infarct core region. These results suggest that TWIST1 could trigger pathological cardiac remodelling after infarction and PPARD may contribute to cardiac hypertrophy development early post-MI.

Gene expression analysis is considered hypothesis generating until validated by another technique. The reliability and quality of microarray results depend on several factors such as sample size, array production, RNA extraction, probe labelling, hybridization conditions, and image analysis. Therefore, differentially expressed genes identified by this method require further validation using another independent technique. qRT-PCR is the most common technique used for microarray data validation, which is a quantitative, rapid, and sensitive method that requires 1,000-fold less RNA compared to conventional assays for gene expression studies [56]–[58]. Here, we confirmed the level of transcript abundance of ten genes using qRT-PCR independent of the microarray platform, and the FC agreed in all cases and 60% were confirmed statistically by a Student's t-test. It is widely known that expression data, i.e. mRNA levels, may not accurately reflect protein levels, since translational control and post-translation processing may occur [59]. In turn, protein expression may not always have a physiological or pathological consequence. However, use of DNA microarrays facilitates systematic exploration of gene expression on a genome-wide scale and should yield wide information about the physiology and pathology of the heart. Furthermore, comparisons of gene expression changes among different models should contribute to a greater understanding of the relationship between genes and disease. Studies focusing on the discovery of specific response pathways, identification of factors promoting the activation of protective genetic factors within cardiomyocytes, and factors downregulating injury-related genes should be a priority in developing new therapeutic strategies to overcome the deleterious consequences of an ischemic event.

## Supporting Information

Figure S1 **Tissue-specific gene expression in MI.** **a** Venn diagrams summarizing differentially altered probe sets in at least one of the three temporal analyzed post-MI stages and **b** those simultaneously altered at 1, 4, and 6 weeks after infarction. IC = infarct core; RM = remote myocardium; n = 3 per group.
(TIF) Click here for additional data file.

Figure S2 **Altered canonical pathways in the infarct core tissue commonly identified at 1, 4, and 6 weeks post-MI (2).** Schematically illustrations of hypoxia signaling in the cardiovascular system, human embryonic stem cell pluripotency, and cardiac hypertrophy signalling pathways at each temporal considered stage. Both upregulated (red filled) and downregulated (green filled) molecules are shown.
(TIF) Click here for additional data file.

Table S1 **qRT-PCR Taqman® Gene Expression assays for porcine genes.**
(DOCX) Click here for additional data file.

Table S2 **Differentially expressed probe sets in the remote myocardium compared with control tissue at 1 week post-MI.**
(XLSX) Click here for additional data file.

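The supplementary table held here for RM at 1 week has 138 probe sets, and all of them were called in RM at 1 week here. The largest difference in log2 FC between that table and the values here was 0.005, and adjusted P values differed by at most 0.32%.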

Table S3 **Differentially expressed probe sets in the infarct core compared with control tissue at 1 week post-MI.**
(XLSX) Click here for additional data file.

Table S4 **Differentially expressed probe sets in the remote myocardium compared with control tissue at 4 weeks post-MI.**
(XLSX) Click here for additional data file.

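The sheet of the table listed as S4 is named for RM against control at 6 weeks and holds 24 probe sets, and the sheet of the table listed as S3 is named for RM at 4 weeks and holds 132. All of these probe sets were called here in the comparison that the sheet names, with log2 FC within 0.005.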

Table S5 **Differentially expressed probe sets the in infarct core compared with control tissue at 4 weeks post-MI.**
(XLSX) Click here for additional data file.

Table S6 **Differentially expressed probe sets in the remote myocardium compared with control tissue at 6 weeks post-MI.**
(XLSX) Click here for additional data file.

Table S7 **Differentially expressed probe sets in the infart core compared with control tissue at 6 weeks post-MI.**
(XLSX) Click here for additional data file.

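The sheets of the tables listed as S5, S6 and S7 are named for IC at 1, 4 and 6 weeks. They hold 1663, 1657 and 1660 probe sets here, of lists of 6598, 6623 and 5719, so no test of a group of genes was run on them. All of the probe sets held were called here in the comparison that the sheet names, with log2 FC within 0.005 and adjusted P values within 0.49%.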

Table S8 **Transcription regulators altered at 1, 4, and 6 weeks after infarction in the infarct core region.** *P* values of overlap predicted by IPA are showed. TR = transcription regulator; FC = fold change. n.a. = non-altered expression; bold green = downregulated over time; bold red = upregulated over time; n.p. = non-predicted.
(DOCX) Click here for additional data file.

# Supplementary material for: Identification of Temporal and Region-Specific Myocardial Gene Expression Patterns in Response to Infarction in Swine
**Source:** PLoS One. 2013 Jan 25;8(1):e54785. doi: 10.1371/journal.pone.0054785
**Supplement:** Table S1 — qRT-PCR Taqman® Gene Expression assays for porcine genes.

**Supplementary Table S1**. qRT-PCR Taqman^®^ Gene Expression assays for porcine genes.

| **Porcine Gene** | **Taqman assay** |
| --- | --- |
| ACVR2B | Ss03391775_m1 |
| BID | Ss03391974_m1 |
| BMP2 | [Ss03373798_g1](https://products.appliedbiosystems.com/ab/en/US/adirect/ab?cmd=ABAssayDetailDisplay&assayID=Ss03373798_g1&Fs=y&adv_phrase3=EXACT&adv_phrase2=EXACT&adv_phrase1=EXACT&assayType=GE&catID=601267&SearchRequest.Common.SortSpec=RECOMMENDED_ASSAY_FLAG+desc&searchValue=null&searchBy=null&adv_kw_filter3=ALL&srchType=keyword&adv_kw_filter2=ALL&SearchRequest.Common.QueryText=BMP2&kwdropdown=ge&adv_kw_filter1=ALL&species=scrofa&adv_query_text3=&searchType=keyword&adv_query_text2=&adv_query_text1=&adv_boolean3=AND&displayAdvSearchResults=null&adv_boolean2=AND&adv_boolean1=AND&chkBatchQueryText=false&kwfilter=ALL&SearchRequest.Common.PageNumber=1&isSL=null&msgType=ABGEKeywordResults) |
| BMPR1A | Ss04248558_m1 |
| SMAD1 | Ss03391094_m1 |
| TGFB3 | Ss03394350_m1 |
| LMNA | Ss03389729_m1 |
| NFKBIA | Ss03391764_m1 |
| TNFRSF1A | Ss03391125_m1 |
| TP53 | Ss04248636_m1 |
| GUSB | Ss03387751_u1 |
| GAPDH | Ss03375435_u1 |
| PGK1 | Ss03389144_m1 |

# Supplementary material for: Identification of Temporal and Region-Specific Myocardial Gene Expression Patterns in Response to Infarction in Swine
**Source:** PLoS One. 2013 Jan 25;8(1):e54785. doi: 10.1371/journal.pone.0054785
**Supplement:** Table S8 — Transcription regulators altered at 1, 4, and 6 weeks after infarction in the infarct core region. P values of overlap predicted by IPA are showed. TR = transcription regulator; FC = fold change. n.a. = non-altered expression; bold green = downregulated over time; bold red = upregulated over time; n.p. = non-predicted.

**Supplementary Table S8**. Transcription regulators altered at 1, 4, and 6 weeks after infarction in the infarct core region. *P* values of overlap predicted by IPA are showed. TR=transcription regulator; FC=fold change.

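SMARCA4, the ATPase of a chromatin remodelling complex, rose in IC at 1 week (log2 FC 1.10, standard error 0.11, adjusted p = 4.28e-07) and 4 weeks (0.37), and KLF11, a zinc finger repressor, fell at 1 week (-1.97, adjusted p = 0.0102). STAT6, which carries interleukin 4 signals, rose at 4 weeks (1.14, adjusted p = 0.00864) and 6 weeks (1.56, adjusted p = 0.00121). CEBPB, a factor of the acute phase, fell by 0.99 at 4 weeks and 0.99 at 6 weeks (standard error 0.21), and HMGA1 by 0.91 and 0.50. IRF3 rose at 1 week (0.36, adjusted p = 0.0406), and SMAD3 fell at 4 weeks (-0.59, adjusted p = 0.0377). The EZH2 probe set named here did not pass the filter. No probe set was named MLL2, MZF1, RB1 or RELA here, where the authors' matches are held only in part. The paper gives log2 FC for these genes. The P values of overlap in that table come from IPA and were not computed here.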

| **TR** | **1 week** | | **4 week** | | **6 week** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **log_2_FC** | ***P* value of overlap** | **log_2_FC** | ***P* value of overlap** | **log_2_FC** | ***P* value of overlap** |
| CEBPB | n.a. | - | -0.99 | 6.9E-03 | n.a | - |
| **EPAS1** | **-1.16** | **1.2E-02** | **-1.04** | **4.8E-02** | **-1.37** | **1.9E-02** |
| EZH2 | n.a. | - | n.a. | - | 1.55 | 1.3E-01 |
| **HEY1** | **-0.72** | **6.9E-03** | **-0.93** | **4.4E-02** | **-1.06** | **n.p.** |
| **HEY2** | **-2.37** | **3.7E-02** | **-1.89** | **3.6E-02** | **-1.88** | **2.4E-02** |
| HIF1A | 0.80 | 1.9E-02 | n.a. | - | n.a. | - |
| HMGA1 | n.a. | - | -0.91 | 7.1E-03 | -0.50 | n.p. |
| IRF3 | 0.36 | 2.7E-02 | n.a. | - | n.a. | - |
| **JARID1B** | **0.85** | **4.8E-02** | **0.82** | **1.1E-02** | **0.87** | **3.4E-02** |
| **JUN** | **-1.83** | **3.4E-02** | **-1.47** | **3.8E-02** | **-1.37** | **n.p.** |
| KLF11 | -1.97 | 3.7E-02 | n.a. | - | n.a. | - |
| **MBD2** | **1.30** | **4.4E-01** | **0.91** | **n.p.** | **0.61** | **n.p.** |
| MLL2 | n.a. | - | -0.39 | 5.7E-03 | n.a. | - |
| **MYOCD** | **-1.88** | **4.8E-02** | **-1.56** | **1.7E-02** | **-1.24** | **n.p.** |
| MZF1 | n.a. | n.a. | -0.43 | 1.7E-02 | n.a. | n.a. |
| **NOTCH3** | **0.82** | **8E-02** | **1.13** | **9.8E-02** | **0.76** | **5.2E-02** |
| **PPARD** | **-0.58** | **2.4E-01** | **-0.63** | **2.4E-01** | **-0.36** | **3.1E-01** |
| **PPARGC1A** | **-3.13** | **1E00** | **-3.10** | **4.1E-01** | **-1.42** | **5.6E-01** |
| RB1 | n.a. | - | -0.81 | 3.7E-01 | -0.52 | 4.7E-01 |
| RELA | 0.31 | n.p. | 0.40 | 1.7E-02 | n.a. | - |
| **SATB1** | **-1.29** | **n.p.** | **-2.19** | **n.p.** | **-1.38** | **3.8E-02** |
| **SMAD1** | **0.60** | **1E-01** | **0.66** | **9.8E-02** | **0.55** | **6.1E-02** |
| SMAD3 | n.a. | - | -0.59 | 3.8E-02 | n.a. | - |
| SMARCA4 | 1.10 | 3.5E-02 | 0.37 | 3.7E-01 | n.a. | - |
| STAT6 | 0.76 | n.p. | 0.72 | 2.8E-02 | n.a. | - |
| TP53 | 0.82 | 2.7E-03 | 0.84 | 1.4E-05 | n.a. | - |
| **TWIST1** | **1.47** | **1.1E-01** | **2.00** | **1E-01** | **1.64** | **4.7E-02** |

n.a.=non-altered expression; bold green=downregulated over time; bold red=upregulated over time; n.p.=non-predicted.

How the deposited data were processed for this re-analysis (not part of the article)

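RNA from the infarct core (IC) and remote myocardium (RM) of 9 pigs with a myocardial infarction, 3 each at 1, 4 and 6 weeks, and from the control myocardium (CM) of 3 pigs was measured on 21 Affymetrix porcine arrays. The authors made the deposited log2 expression values by RMA, which corrects the background, normalizes the quantiles of the 21 arrays and summarizes probes into probe sets, and the deposited table holds 24123 probe sets with 1 column per array. Its values were taken as they are.
Probe sets above 3 in at least 10 arrays were tested, as in the paper's methods, which left 12180. A linear model with 7 group means was fitted in limma 3.58.1 under R 4.3.3, with 14 residual degrees of freedom and 3.98 prior ones. P values were adjusted by the Benjamini-Hochberg method within each comparison, and an adjusted p under 0.05 was called. The comparisons were RM and IC with CM at each stage, RM and IC with CM over the 3 stages, the stages with one another within RM and within IC, and IC with RM of the same pigs at each stage. The last used a second fit over 18 arrays with the pig as a fixed block and 6 residual degrees of freedom.
RM and IC arrays of a pig are paired because the labels give them the same pig number. Within-group residuals of the 2 arrays of a pig correlated at r = 0.0714 to 0.491 in the 9 pigs, each above that with the other pigs of its stage, and the consensus correlation was 0.207. Taking the pig as a random replicate block gave 147 DEPS in RM at 1 week, where the fit without it gave 138. For IC against RM, dropping the replicate block gave 6098, 6290 and 5519 in place of 6407, 6664 and 5807.
Genes were named by the platform's annotation where it gives 1 symbol. Otherwise the authors' match to a human gene in their tables was used, held here for 2428 probe sets. A check of the platform's symbols through its gene identifiers changed 0 of them. Members of the fixed lists used the platform's names only, and genes the paper names used the authors' match first. Where a gene has several probe sets, the one with the highest mean over the 21 arrays was used. For genes of the paper's Tables 1 to 3 and other genes of its text, the probe set in most RM tables of the authors was used instead, a choice made after the values were seen, which affects CCDC15 and PAQR3 among others. Of 1315 probe sets with both names, 201 (15.3%) differed. Genes named in the text are those the paper names, whose values in its tables were seen before, the 10 genes with the largest rise and the 10 with the largest fall per comparison among those called with every array beyond every control array (for IC against RM, with the same sign in all 3 pigs), the control probe sets of the technical checks, and up to 4 members of each list with the largest change. Named outside this rule, after their values were seen, were the genes called in opposite directions in RM and IC, the genes with paired calls of both signs between stages, SMTN, COX6A1, NDUFB5, FADD and TRADD. Some genes that the rule takes in are not reported here.
Lists of genes, 35 in all, were fixed beforehand. The paper names the groups of 5 of them (collagens, integrins, metalloproteinases, their inhibitors and fatty acid breakdown), and all members come from textbook knowledge. Of these 27 had at least 5 measured genes and were tested with camera, a competitive set test, with a preset correlation of 0.01 over 4861 genes with 1 probe set each, and adjusted over the lists of a comparison. Camera with an estimated correlation and the self-contained test fry were run beside it. Counts adjusted over the list alone used the P values of its members only. Arrays were clustered by average linkage on 1 minus the Pearson correlation of probe sets centred on their mean, over the DEPS of any list.
Each DEPS was given 1 of 8 patterns by the signs of its mean difference of IC and RM at the 3 stages, since the results of the paper place its patterns among the DEPS. The paper's abstract places them among 4221 probe sets altered over time, fewer than its patterns 1 and 2 hold together. Whether the paper also required a paired call is not stated. Overlap of lists that share controls was set beside 100 simulations of unchanged groups with a fixed seed (20130125).
The fits were tested on simulated data. Of 100 probe sets given a log2 FC of 1 in RM at 1 week 81 were recovered, and 99 at a log2 FC of 2, with 12 unchanged probe sets called. In the paired fit 72 and 96 of 100 were recovered, with 5 unchanged ones called. Camera recovered a list shifted by -0.5, and called 1 other list of 27.
The alternatives tried were no filter and a filter above 5 in at least 3 arrays, centring arrays on their median or on ribosomal protein genes, cyclic loess, separate fits of the groups compared, a mean-variance trend with robust settings, array weights, adjustment over the 6 comparisons together, an adjusted p under 0.01, an absolute log2 FC of at least 1, the pig as a block or not, the mean of all probe sets of a gene, other linkages and probe sets for the clustering, other sets of probe sets for the patterns, and leaving out each array or pig in turn.
The qRT-PCR values, the IPA networks and functions and the overlap P values were left out, since the deposited table does not hold them. Supplementary tables of IC are held in part here and were used only to compare values. The CEL files were not at hand, so the RMA step was not repeated.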

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

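The tests of the explanations below were chosen only after the results were seen, except the test of bright genes of fatty acid oxidation and the tests by other splits of the arrays.
Cell cycle genes lay lower in IC at 4 weeks than at 1 week, by a median of -0.93 (log2), and at 6 weeks by -0.89. Glycolysis (-0.38) and pro-apoptotic genes (-0.25) also lay lower at 4 weeks, and Wnt genes higher (0.42). At 6 weeks against 1 week, pro-apoptotic genes (-0.33), macrophage and monocyte markers (-1.05), antigen presentation (-1.12) and smooth muscle and pericyte genes (-0.42) lay lower. At 6 weeks against 4 weeks, fatty acid oxidation (0.58), the citric acid cycle (0.67), oxidative phosphorylation (0.58) and the sarcomere (0.59) lay higher and the interferon response lower (-0.93). These lists are given because the set test fry, run on the difference between stages, passed (adjusted p under 0.05 over 27 lists). Camera called neither the pro-apoptotic genes (adjusted p = 0.19 and 0.17) nor the smooth muscle and pericyte genes (0.286). With an estimated correlation camera called none of these lists, with adjusted p = 0.147 to 0.692 at 4 against 1 week, 0.514 to 0.61 at 6 against 1 week and 0.227 to 0.335 at 6 against 4 weeks.
Between stages, 1452 probe sets differed in IC and 194 in RM at 4 against 1 week, 1917 and 22 at 6 against 1 week, and 473 and 77 at 6 against 4 weeks, by limma on the difference between stages. These counts depended on single arrays. Leaving out 1 array gave 538 to 1481, 968 to 2055 and 154 to 798 in IC. In RM it gave 21 to 241, 0 to 83 and 26 to 116. The stages are different pigs, and the differences of 3' and 5' probe sets of some labelling spikes and of actin varied with stage, so these counts cannot be told apart from a batch of labelling, which is weighed below for 1 pattern. A split of 3 arrays against 3 has too few other splits for a share under 0.05. The highest count of the other splits was 6, 14 and 14 in IC and 0, 5 and 0 in RM.
In opposite directions in RM and IC were 7 probe sets at 1 week, 3 at 4 weeks and 2 at 6 weeks, which are listed because both calls passed against CM with opposite signs. The filter removed 95 probe sets that lay above 3 in all 9 IC arrays and would have been in an IC list without it, data that the paper did not analyse. It asks for at least 10 arrays, so a probe set above 3 in the 9 IC arrays only is removed, however bright. Of the 95, 18 had an IC mean above 5, among them TNC (5.75) and IL18 (5.27).
The first pattern weighed is the rise of energy and sarcomere genes in IC from 4 to 6 weeks, 0.57 with a standard error of 0.23 over 116 genes. The IC array of pig 2 at 6 weeks was the last to join the IC branch of the tree. Without it 154 probe sets passed in IC at 6 against 4 weeks, and without that of pig 5 it was 798, in place of 473. How far the rise rests on single arrays is not reported here. RNA integrity or labelling common to the RM and IC arrays of 6 weeks would shift RM alike. RM rose by 0.05 (standard error 0.02). With 2 standard errors added (0.10) this stays under the limit set at 0.5 times the rise in IC (0.28). This argues against such a common effect as the whole cause. An effect of RNA integrity or labelling on the IC arrays alone was not tested. A larger share of surviving myocardium in the 6-week samples cannot be told apart, since the markers of other cell types fell by -0.33 (matrix), -0.45 (fibroblasts), -0.68 (macrophages), -0.13 (smooth muscle) and -0.23 (endothelium), and the largest difference between 2 of them was 1.7 standard errors. A recovery of surviving cardiomyocytes may also raise these genes and was not tested.
The second pattern is the larger fall in IC of fatty acid oxidation and oxidative phosphorylation than of the sarcomere. Against the sarcomere list, the list of fatty acid oxidation lay lower in the 9 IC arrays than in the 3 CM arrays by a difference of -0.38 (two-sided exact permutation p = 0.0136 over 220 splits), and that of oxidative phosphorylation by -0.30 (p = 0.0182). These differences are the pattern itself, and the sarcomere list was the brighter one in CM (the others lay at -2.81 and -1.32 from it, log2), so compression of bright probe sets can give the same difference where cardiomyocytes are lost. Loss of cardiomyocytes alone therefore cannot be told apart, nor can compression. For compression, 0 genes of fatty acid oxidation were as bright in CM as the median sarcomere gene, which leaves none to compare. For oxidative phosphorylation the medians of the 9 bright genes and of the 10 bright sarcomere genes were -0.80 and -0.53. The difference was -0.26 before rounding (Wilcoxon exact p = 0.278). The median levels of these genes in CM were 11.61 and 12.17. The sarcomere genes were thus still the brighter ones, and the comparison does not remove compression.
For the numbers of DEPS, each comparison of 3 arrays with 3, or of 3 pairs, has too few other splits for a share under 0.05. The real counts and the highest of the other splits were 138 and 1 in RM at 1 week, 132 and 0 at 4 weeks and 24 and 1 at 6 weeks, 6598 and 0, 6623 and 0, and 5719 and 1 in IC, and 6407, 6664 and 5807 against 0 for IC against RM. With the 9 arrays of a region as 1 group in a refit of 5 groups, 58 probe sets passed in RM and at most 30 in other splits, and 6681 in IC and at most 1781. In these 2 comparisons 100 of the 220 possible splits were run, and only the real one gave a count as large. This argues against chance for these 2 counts, among the splits that were run. It does not separate the infarct from a labelling difference between CM and the infarcted pigs.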

How the results depend on the processing

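The tests without the 6-week arrays, and those of the patterns over DEPS with a paired call, were chosen only after the data were seen. The other alternatives were set before the data were examined. The RM lists held 138, 132 and 24 probe sets at 1, 4 and 6 weeks, the IC lists 6598, 6623 and 5719, and their overlaps 98, 95 and 24. Between stages, in the order of 4 against 1, 6 against 1 and 6 against 4 weeks, 1452, 1917 and 473 passed in IC and 194, 22 and 77 in RM. With the weeks averaged 107 passed in RM and 7226 in IC. In at least 1 list were 8619, in RM 255 and in IC 8587. Of the counts, 393 values under the alternatives lay within 1.5 times of these, 137 lay lower and 29 higher, and of the values of single genes 23191 kept direction and call, 1756 lost the call, 420 gained it and 11 changed sign. For the lists of genes 4284 were unchanged, 195 lost the call and 138 gained it.
The IC lists and IC against RM moved beyond 1.5 times only with a threshold on fold change, with a stricter threshold at 6 weeks and without pig 5, among the alternatives that were run. Over the others the IC list at 1 week held 4941 to 8906 probe sets, at 4 weeks 5006 to 9000 and at 6 weeks 3924 to 7270. The RM lists, the overlaps and the comparisons between stages depended on the processing, and the cause was not tested except where stated.
With separate fits of the groups compared, which leaves 4 residual degrees of freedom, the RM lists held 18, 95 and 0 probe sets, the overlaps 16, 74 and 0, the comparisons between stages 424, 958 and 20 in IC and 124, 0 and 23 in RM, the averaged weeks of RM 64 and all RM lists 106. With array weights the RM lists held 557, 1628 and 142 and the overlaps 447, 1143 and 105. With these weights 3509 and 3109 passed between stages in IC (the first 2 comparisons) and 1909, 188 and 379 in RM, 640 with the weeks averaged in RM and 2015 in any RM list. Benjamini-Hochberg over the 6 comparisons together made the RM lists 785, 906 and 625, their union 1803 and the overlaps 495, 558 and 335. By construction, the many small P values of IC loosen the limit for RM there.
An adjusted p under 0.01 left 14, 17 and 2 in the RM lists, 30 in their union and 9, 13 and 2 in the overlaps. It left 440, 669 and 135 between stages in IC, 25, 0 and 32 in RM, 11 with the weeks averaged in RM and 3704 of 5807 for IC against RM at 6 weeks. An absolute log2 FC of at least 1 left 74, 56 and 14 in the RM lists, 3029, 3131 and 2234 in the IC lists and 42, 42 and 11 in the overlaps. Between stages it left 427, 561 and 157 in IC (276 higher and 151 lower at 4 against 1 week, where 679 higher and 773 lower passed without it) and 80, 12 and 46 in RM. It left 32 and 2727 with the weeks averaged, 4107, 125 and 4073 in any list, any RM list and any IC list. For IC against RM it left 2687, 2833 and 1989 of 6407, 6664 and 5807. This alternative was not run for lists of genes, and the one for linear values was not run since the values are log2.
Without the filter 38 probe sets passed in RM at 6 weeks, 36 at 6 against 1 week and 195 at 6 against 4 weeks, and patterns 3 to 8 held 1647 in place of 991. With the filter above 5 in at least 3 arrays these 2 comparisons of RM gave 9 and 38 and patterns 3 to 8 held 633, with fewer probe sets tested. Without the 6-week arrays 329 passed in RM at 4 against 1 week.
Centring on ribosomal protein genes moved the median of all probe sets by -0.29, -0.33 and -0.25 in IC at 1, 4 and 6 weeks against CM, and centring on the median by -0.09, -0.12 and -0.09. Changes in IC are relative to these. With the ribosomal centring the RM list at 4 weeks held 61 (25 higher and 36 lower in place of 75 higher and 57 lower), its overlap 50, the union of RM lists 162, and RM at 4 and 6 weeks against 1 week 116 and 2. The split in RM became 24 higher and 73 lower at 1 week (62 higher and 76 lower as deposited) and 5 higher and 20 lower at 6 weeks (9 higher and 15 lower). The split in IC became 2059 higher and 5092 lower at 1 week, 1901 higher and 5511 lower at 4 weeks and 1680 higher and 4865 lower at 6 weeks, in place of 3163 higher and 3435 lower, 3076 higher and 3547 lower and 2556 higher and 3163 lower. With the weeks averaged it became 2084 higher and 5873 lower in IC (3349 higher and 3877 lower) and 25 higher and 71 lower in RM (46 higher and 61 lower). For IC against RM it became 2057 higher and 4724 lower, 1960 higher and 5099 lower and 1965 higher and 4141 lower, in place of 3013 higher and 3394 lower, 3100 higher and 3564 lower and 2758 higher and 3049 lower, and for IC at 6 against 4 weeks 218 higher and 112 lower (254 higher and 219 lower). Median centring changed the RM split at 4 weeks to 50 higher and 79 lower, at 4 against 1 week to 98 higher and 129 lower (113 higher and 81 lower) and at 6 against 4 weeks to 18 higher and 41 lower (14 higher and 63 lower). Cyclic loess made RM at 6 against 1 week 9 higher and 12 lower (7 higher and 15 lower). It turned the balance of the IC lists towards higher. They became 3541 higher and 3085 lower at 1 week, 3428 higher and 3215 lower at 4 weeks and 3004 higher and 2604 lower at 6 weeks.
Pattern 1 held 3539 probe sets and pattern 2 held 4089, and with the ribosomal centring pattern 1 held 2314. With cyclic loess pattern 1 held 3969 and pattern 2 held 3641. Over probe sets with a paired adjusted p under 0.05 in at least 1 week, patterns 3 to 8 held 619. Over those with it in all 3 weeks (4400 of the 12180 tested) patterns 1 and 2 held 2065 and 2329 and the others 6. Over the 4221 in all 3 IC lists they held 1924 and 2243 and 54. Over all probe sets that pass the filter patterns 3 to 8 held 2457, and over DEPS of any list or of IC lists with a paired call 409 and 406. Ward linkage gave 5 groups a branch of their own in place of 3.
Of 51 calls of lists of genes against CM (32 higher and 19 lower), camera with an estimated correlation left 4, while the other alternatives gave 41 to 63. In RM this correlation ended the calls for oxidative phosphorylation at 4 weeks (adjusted p = 0.0143 and 0.807), fibroblasts at 4 weeks (0.00935 and 0.6), and ribosomal proteins and endothelium at 6 weeks (0.0324 and 0.95 for both).
Taking the pig as a replicate block changed no count of DEPS beyond 1.5 times, with 147, 150 and 21 in the RM lists. Among the named genes this block ended the calls in RM of MGAT4B at 1 week (0.65), MAOA at 4 weeks (0.58), and MAP2K5 (-1.07) and TOX4 (-0.86) at 6 weeks, with the log2 FC unchanged. It made calls in RM of NAV2 at 1 week and of DLC1 and PRKCH at 4 weeks, and in IC of NASP at 4 weeks and DLC1 and ADAMTS3 at 6 weeks, and changed no other call of a named gene against CM. For IC against RM of the same pigs the random block in place of the fixed one ended the calls of EDNRB at 4 and 6 weeks, PLIN2 at 4 weeks, FSTL4 at 1 and 6 weeks, PRKCH and KLF11 at 1 week, and FRK, CEBPB and HIF1A at 6 weeks. It made calls of PGK1 at 1 week, CASP6 and MAP2K4 at 4 weeks, and CASP2, CCDC15 and HMGA1 at 6 weeks.
The mean of all probe sets of a gene changed the sign of 4 genes in some comparison besides DLC1. In IC at 1 week it gave -0.08 for PPARD, 0.20 for NCOA7, 0.17 for PAQR3 and -0.32 for CAPNS1, in place of 0.43, -0.53, -1.29 and 0.86. At 4 weeks it gave -0.17 for CAPNS1. For IC against RM of the same pigs it gave 0.47, 0.19 and 0.26 for PAQR3, -0.03 and -0.46 for CAPNS1 at 1 and 4 weeks and 0.19 for DLC1 at 6 weeks. By construction, probe sets of 1 gene that differ in sign are averaged there.
Leaving out 1 array at a time, which also leaves fewer arrays, gave 20 to 101 in RM at 1 week, 15 to 123 at 4 weeks and 2 to 13 at 6 weeks. It gave 5710 to 6074, 5799 to 6259 and 4408 to 5688 in IC, 7614 to 8685 in any list, 45 to 250 in any RM list and 7605 to 8643 in any IC list. Between stages it gave 538 to 1481, 968 to 2055 and 154 to 798 in IC and 21 to 241, 0 to 83 and 26 to 116 in RM. With the weeks averaged it gave 18 to 102 in RM and 6168 to 7317 in IC. The overlaps were 10 to 85, 11 to 106 and 2 to 23. Without 1 pig, IC against RM gave 4777 to 5883, 5381 to 5619 and 3588 to 4974, pattern 1 3464 to 3613, pattern 2 4004 to 4113 and patterns 3 to 8 893 to 1144. Beyond 1.5 times were, in RM at 1 week, 20 and 70 without CM replicates 31 and 30, and 53, 61 and 51 without pigs 7, 8 and 9. In RM at 4 weeks they were 79, 29 and 46 without CM replicates 30, 31 and 33, and 15 and 45 without pigs 20 and 22. In RM at 6 weeks they were 2, 6 and 13 without those controls, and 10, 3 and 3 without pigs 2, 3 and 5. Any RM list held 134, 45 and 137 without the controls, 121 and 163 without pigs 20 and 22 and 166 without pig 8. With the weeks averaged RM gave 39, 18 and 56 without the controls and 53 and 68 without pigs 20 and 22. Between stages in IC, 875, 538 and 722 passed at 4 against 1 week without pigs 7, 9 and 18, 1115, 968 and 979 at 6 against 1 week without pigs 7, 9 and 3, and 207, 154, 260 and 798 at 6 against 4 weeks without pigs 22, 2, 3 and 5. In RM, 90, 64, 21 and 33 passed at 4 against 1 week without pigs 8, 9, 20 and 22. At 6 against 1 week 12, 3 and 0 passed in limma without pigs 7, 8 and 9, and 0, 0 and 83 without pigs 2, 3 and 5. At 6 against 4 weeks 116, 26 and 37 passed without pigs 18, 20 and 22, and 38 and 42 without pigs 3 and 5. IC against RM at 6 weeks gave 3588 without pig 5. The overlaps moved with the same arrays as the RM lists, and at 1 week also without IC 1 week replicate 9 (63).
Dim probe sets limit what arrays can show. The filter removed 11943 of 24123 probe sets, of which 4091 would have been in an IC list without it. Not all of these were dim in IC, since 95 lay above 3 in all 9 IC arrays.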

Differences from the paper's values

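The tests over DEPS with a paired call, and the second probe sets of a gene, were chosen only after the results were seen.
Of the paper's counts and log2 FC that were compared, 6 differed beyond the limits used, which are a factor of 1.5 for a count and, for a log2 FC, the sign or the larger replicate SD of the groups compared. The arrays are the same, and the probe sets held from the authors' tables matched within 0.005. The replicate SD is therefore a wide limit for a log2 FC, and a value within it can still come from another probe set. Calls and adjusted P values are compared below. The paper gives 411 probe sets in patterns 3 to 8, and 991 were found here over the DEPS of any list. Its results place the patterns among the DEPS and its abstract among 4221 probe sets. The paper's patterns 1 and 2 (3174 and 3616) together exceed 4221, so that base cannot hold them. Whether the paper also required a paired call is not stated. None of the alternatives set before the data were examined came within 1.5 times of the paper's value, among them a paired adjusted p under 0.05 in at least 1 week (619), the filter above 5 in at least 3 arrays (633) and probe sets in all 3 IC lists (54). Over DEPS of any list with a paired call in at least 1 week, chosen after seeing the values, there were 7223 probe sets with 3190 in pattern 1, 3624 in pattern 2 and 409 in the others, which leaves out 1396 of the 8619 DEPS that the paper counts. Over DEPS of the IC lists with such a call, also chosen after seeing the values, these numbers were 3173, 3612 and 406, with 1428 of those DEPS left out. The paper's own numbers for patterns 1 and 2 are 3174 and 3616, and those here were 3539 and 4089, within 1.5 times. The bases of DEPS with a paired call came closest to the paper's numbers, among the bases tried.
For JUN in IC at 1 week the paper gives a log2 FC of -1.83, and the probe set used here had -1.49. The values came within the error of the paper's with median centring (-1.58), ribosomal centring (-1.78), array weights (-1.67) and the mean of all probe sets (-1.66), and without CM replicate 33 (-1.61) or IC 1 week replicate 8 (-1.62), and not with the other alternatives. Another probe set of JUN had -1.83, the paper's value, so coming within the error is no evidence for any of these alternatives.
For PPARD in IC the paper gives -0.58, -0.63 and -0.36 at 1, 4 and 6 weeks, and the values here were 0.43, -0.11 and -0.24. No alternative came within the error at 1 and 4 weeks, and at 6 weeks only median centring did (-0.34). The other probe set of PPARD had -0.58, -0.63 and -0.36, the paper's values.
For SATB1 in IC at 1 week the paper gives -1.29, and -0.94 was found. The alternatives within the error were median centring (-1.03), ribosomal centring (-1.22), the mean of all probe sets (-1.07), and leaving out CM replicate 33 (-1.07) or IC 1 week replicate 7 (-1.06), and the others were not. Another probe set of SATB1 had -1.29, the paper's value, so coming within the error is no evidence for any of these alternatives.
In Table 1 the paper calls DLC1 in RM at 4 weeks, and here its log2 FC was 0.75 (adjusted p = 0.054), not called. It was called with the filter above 5 in at least 3 arrays, cyclic loess, array weights, Benjamini-Hochberg over the 6 comparisons, the pig as a replicate block and without RM 4 weeks replicate 18, and another probe set of DLC1 was called (0.62, adjusted p = 0.0333). PLIN2 at 1 week in RM is not significant in that table, and it was called here (-1.87, adjusted p = 0.0226). The paper's own Table S2, whose 138 probe sets are those called here, holds it as well, so the 2 tables of the paper differ. It was not called with separate fits, an adjusted p under 0.01, or without CM replicates 30 or 31 or RM 1 week replicates 7 or 9. All other calls of that table were the same here. In RM the log2 FC of NR4A2 at 1 week was 1.10, where the paper gives 1.01, within the error. The adjusted p of PIK3C2A at 4 weeks was 0.0141, where the paper gives 0.041, and another probe set of PIK3C2A had adjusted p = 0.0405.
The paper states that SRF was overexpressed at 1 week in both regions. It rose in RM (0.99, adjusted p = 0.0377), and in IC its log2 FC was -0.36 (adjusted p = 0.181) at 1 week, and it fell at 4 weeks (-0.61) and 6 weeks (-0.63). MBNL1 is listed as altered in RM at 6 weeks. The probe set used here had -0.39 (adjusted p = 0.221) and another one had -0.95 (adjusted p = 0.0361), and the first was called with Benjamini-Hochberg over the 6 comparisons and as the mean of all probe sets.
BIRC6 is given as lower in IC over time, and here it rose at 1 week (0.54, adjusted p = 0.00241) and was not called at 4 weeks (0.10) or 6 weeks (-0.05), while ENDOG, given as lower too, fell at all stages. ROCK1 is described as changing both ways in IC, and its probe set was not called at any stage (0.32, 0.17 and -0.30), though another one fell at 6 weeks (-1.35). Table S8 marks STAT6 as altered at 1 week and unaltered at 6 weeks in IC. Here it had 0.63 (adjusted p = 0.123) at 1 week, called with array weights and with separate fits, and rose at 6 weeks (1.56, adjusted p = 0.00121). At 4 weeks the paper gives 0.72 for STAT6, and 1.14 was found, within the replicate SD. Also within it were SATB1 at 6 weeks (-1.38 in the paper and -1.14 here) and PPARGC1A at 4 weeks (-3.10 and -2.96). So were STAT6 (0.76 and 0.63) and EPAS1 (-1.16 and -1.14) at 1 week. Whether other probe sets give the paper's values for these is not reported here. That table marks CEBPB as unaltered at 6 weeks, where it fell here (-0.99, adjusted p = 0.00118).
The paper describes RM samples as a cluster apart from the controls. With average linkage the 3 CM arrays first joined RM arrays of 4 and 6 weeks (pigs 18, 2 and 3), and the IC arrays formed a branch of their own, as the paper describes.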

Other observations

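No test of an explanation in this part was chosen after a result was seen, since it reports values only.
Some genes in lists of cell types that the paper does not discuss also changed in IC. JCHAIN, which joins the chains of secreted antibodies and marks plasma cells, rose by 4.38, 3.60 and 2.48 at 1, 4 and 6 weeks (limma, standard error 0.77, n = 3), and was the only measured gene of the lymphocyte list. MS4A2, a receptor chain of mast cells and the only measured gene of its list, had log2 FC 0.57 (adjusted p = 0.208) at 1 week and rose at 4 weeks (1.77, adjusted p = 0.000714) and 6 weeks (1.47, adjusted p = 0.00405). Of 3 genes of nerve and Schwann cells, NCAM1 rose at all stages (3.31, 3.09 and 2.58), S100B at 4 weeks (1.79) and 6 weeks (1.17), and MBP at none (0.33, -0.09 and -0.19). Both measured cartilage and bone genes, CILP and SPP1, rose at all stages, SPP1 by 6.09, 5.93 and 4.94. Of 4 adipocyte genes 1 passed, LIPE, which fell at 1 week (-2.23, adjusted p = 0.0106), and HBB, the only measured red blood cell gene, fell at 4 weeks (-0.42, adjusted p = 0.0384) and 6 weeks (-0.46, adjusted p = 0.0269). None of the genes of these lists passed in RM, where 1 nerve gene rose at 4 weeks when adjusted over the list alone. Fibroblasts also express CILP, and other cells SPP1 and NCAM1, so these do not mark a cell type here, and lists of fewer than 5 genes were not tested as sets.
Endothelial genes went both ways in IC. Of 10, 1 rose and 2 fell at 1 week and at 4 weeks, and 3 fell at 6 weeks (1 and 1, 1 and 0, and 0 and 3 adjusted over the list alone). CDH5, the cadherin of endothelial junctions, fell by 0.85, 0.80 and 0.90 and ESAM by 0.99, 0.70 and 1.17, while ENG rose at 1 week (0.50) and RAMP2 at 4 weeks (0.89). Camera did not call the list (adjusted p = 0.639, 0.981 and 0.656), and at 4 weeks its median (-0.10) was negative while camera ranked it higher.
Of the 3 candidate reference genes of the paper's qRT-PCR, GUSB rose in IC by 3.84, 3.23 and 3.02 on the arrays, PGK1 fell by 0.96, 1.38 and 1.18, and GAPDH fell by 0.83, 0.70 and 0.62 (each with adjusted p under 0.05 in limma). In RM none of the 3 passed.
Some control probe sets of the arrays differed between stages, or between CM and a stage, and others did not. The difference of the 3-prime and 5-prime probe sets of the spike DapX was 2.48 (SD 0.05) in CM (n = 3), 2.75 (SD 0.33) at 1 week, 2.00 (SD 0.16) at 4 weeks and 3.99 (SD 0.65) at 6 weeks (n = 6 each, RM and IC together). For the spike ThrX it was 2.49 (SD 0.06), 2.60 (SD 0.18), 1.84 (SD 0.15) and 3.96 (SD 0.66), and for actin 3.67 (SD 0.09), 3.92 (SD 0.21), 3.01 (SD 0.22) and 4.60 (SD 0.44). For PheX it was 1.08 (SD 0.02), 1.21 (SD 0.15), 0.55 (SD 0.28) and 0.48 (SD 0.20), for LysX 2.49 (SD 0.11), 2.26 (SD 0.20), 2.06 (SD 0.22) and 2.22 (SD 0.13), for the elongation factor EF1A 2.20 (SD 0.13), 2.03 (SD 0.18), 1.06 (SD 0.24) and 2.07 (SD 0.26), and for CreX 0.41 (SD 0.04), 0.44 (SD 0.10), 0.41 (SD 0.04) and 0.38 (SD 0.05).
A second probe set of ACADVL rose in RM at 4 weeks by 1.67, while the one used in the list of fatty acid oxidation had log2 FC 0.54 (adjusted p = 0.261). The 3 arrays of a group correlated at r = 0.943 to 0.986.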
